# Drug-resistant profiles of extracellular vesicles predict therapeutic response in TNBC patients receiving neoadjuvant chemotherapy

**DOI:** 10.1186/s12885-024-11822-9

**Published:** 2024-02-07

**Authors:** Min Woo Kim, Hyojung Lee, Suji Lee, Sol Moon, Young Kim, Joon Ye Kim, Seung Il Kim, Jee Ye Kim

**Keywords:** TNBC, Neoadjuvant chemotherapy, Liquid biopsy, Predictive biomarker, Extracellular vesicles

## Abstract

**Background:**

Predicting tumor responses to neoadjuvant chemotherapy (NAC) is critical for evaluating prognosis and designing treatment strategies for patients with breast cancer; however, there are no reliable biomarkers that can effectively assess tumor responses. Therefore, we aimed to evaluate the clinical feasibility of using extracellular vesicles (EVs) to predict tumor response after NAC.

**Methods:**

Drug-resistant triple-negative breast cancer (TNBC) cell lines were successfully established, which developed specific morphologies and rapidly growing features. To detect resistance to chemotherapeutic drugs, EVs were isolated from cultured cells and plasma samples collected post-NAC from 36 patients with breast cancer.

**Results:**

Among the differentially expressed gene profiles between parental and drug-resistant cell lines, drug efflux transporters such as MDR1, MRP1, and BCRP were highly expressed in resistant cell lines. Drug efflux transporters have been identified not only in cell lines but also in EVs released from parental cells using immunoaffinity-based EV isolation. The expression of drug resistance markers in EVs was relatively high in patients with residual disease compared to those with a pathological complete response.

**Conclusions:**

The optimal combination of drug-resistant EV markers was significantly efficient in predicting resistance to NAC with 81.82% sensitivity and 92.86% specificity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-024-11822-9.

## Background

Recent advancements in neoadjuvant chemotherapy (NAC) have broadened its applications beyond large aggressive tumors in breast cancer treatment. Candidates for preoperative systemic therapy are inoperable breast cancer, and operable breast cancer in selected patients who desire breast conservation with large primary tumor relative to breast size, who have HER2-positive disease and triple-negative breast cancer greater than clinical T2 or clinical N1. Current NAC strategies are highly personalized, considering the cancer subtype, stage, and molecular characteristics, to optimize treatment efficacy. Preferred regimens of NAC for HER2-negative breast cancer are dose-dense adriamycin and cytoxan followed by paclitaxel or weekly paclitaxel, and those for HER2-positive breast cancer are paclitaxel + trastuzumab, paclitaxel + carboplatin + trastuzumab (TCH), and TCH + pertuzumab. Moreover, these approaches might be integrated with both conventional therapies and immunotherapies to align with each patient’s unique cancer profile [1, 2]. The response to NAC remains a key prognostic indicator in several studies. Moreover, these developments in NAC protocols have notably increased the feasibility of breast-conserving surgeries, marking a significant shift in the breast cancer management landscape [3–5].

Clinically established therapeutics are highly effective in treating breast cancer; however, they present significant challenges. One major challenge is the limited therapeutic options for triple-negative breast cancer (TNBC), which is often resistant to chemotherapy and cross-resistant to other antitumor agents, suggesting multidrug resistance. In addition, the development of drug resistance to anthracycline + cyclophosphamide + taxane (ACT) combination chemotherapies undermines their therapeutic potential [6]. Moreover, some tumors relapse rapidly after NAC and surgery. Thus, a better understanding of the molecular mechanisms underlying drug resistance is urgently required to effectively treat TNBC.

Extracellular vesicles (EVs) are mediators of cell-to-cell communication, are surrounded by lipid bilayers, and are released from living cells. EVs carry real-time molecular information about their cell of origin, such as nucleic acids, proteins, and lipids. Among body fluid-derived EVs, tumor-derived EVs comprise vesicles released by highly heterogeneous breast cancer cells [7]. Therefore, the more accurately tumor-derived EVs can be isolated, the more accurately they can reflect the pathophysiological characteristics and behaviors of tumor cells [8]. An analysis of tumor-derived EVs collected from tumor tissues, especially at the early stages of drug resistance development, may offer insights into the possibility of screening and monitoring cancers, including breast cancer, and provide appropriate treatment options for patients in terms of precision medicine [9].

In this study, we developed several stable drug-resistant TNBC cell lines in vitro using a stepwise treatment strategy with chemotherapeutic agents for 28 weeks. We aimed to identify highly expressed biomarkers within EVs released from these cell lines and evaluate the clinical feasibility of EV-based assessments for predicting drug response in breast cancer patients receiving NAC.

## Methods

### Cell lines and anticancer drugs

The human TNBC cell lines HCC1395 (CRL-2324), MDA-MB-231 (HTB-26), and MDA-MB-468 (HTB-132) were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA). All cell lines were grown in RPMI-1640 (22400-089, Gibco, Carlsbad, CA, USA) supplemented with 10% heat-inactivated fetal bovine serum (FBS, 12483-020, Gibco), and 1% penicillin-streptomycin (15140-122, Gibco), and maintained in a humidified atmosphere of 5% CO_2_ in air at 37 °C.

Doxorubicin hydrochloride (Adriamycin, or Anthracycline chemotherapy drug, D4000) and docetaxel (Taxotere, or Taxane chemotherapy drug, D1000) were purchased from LC Laboratories (Woburn, MA, USA), and cyclophosphamide monohydrate (Cytoxan, NSC-26271) was purchased from Selleck Chemicals (Houston, TX, USA).

### Induction of chemotherapy resistance in breast cancer cells

Drug-resistant sublines of each TNBC cell line were derived from each original parental cell line by continuous exposure of low to high doses of anticancer drugs (1/120 IC_50_, 1/90 IC_50_, 1/60 IC_50_, 1/30 IC_50_, 1/10 IC_50_, and IC_50_) for over 6 months. Each parental cell line was treated with anthracycline + cyclophosphamide (AC, 1:10 molar ratio) for 72 h, repeated four times. Subsequent treatments with Taxotere (T) proceeded in the same manner, and this process was defined as one cycle. The cells were maintained for 6 months while the drug concentration was gradually increased and allowed to recover for an additional month.

### Evaluation of drug-resistant activity and growth rate

Sensitivity to chemotherapeutic drugs was measured with a colorimetric assay using MTT (M2003, Sigma-Aldrich, St. Louis, MO, USA). Following the treatment of cells with serial dilutions of AC or T for 72 h, MTT was added to each well and incubated for 4 h at 37 °C. Methanol was then added to each well and mixed for 30 min on an orbital shaker. The absorbance was recorded at 570 nm with a correction wavelength of 690 nm using a NanoDrop 3000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). IC_50_ values were calculated using Prism v9.0.0 (GraphPad, San Diego, CA, USA).

To measure the growth rate of the derived cell lines, three groups of drug-resistant sublines and their parental cell line counterparts (1 × 10^5^) were seeded in 6-well plates and allowed to attach to the well surface. After attachment, the cells were counted every 24 h for 96 h using a cell counter (TC20, Bio-Rad, Hercules, CA, USA). The trypan blue exclusion assay was used to determine the number of viable cells in the cell suspension and evaluate the doubling time of the cells.

### RNA sequence analysis

The concentration and quality of total RNA were checked using a Qubit 2.0 fluorometer (Thermo Fisher Scientific). Total RNA (10 ng) was used to prepare strand-specific barcoded RNA libraries using the Ion AmpliSeq^™^ Transcriptome Human Gene Expression Kit (Thermo Fisher Scientific) following the manufacturer’s protocol. The Ion AmpliSeq Transcriptome Human Gene Expression Kit was designed for simultaneous targeted amplification of over 20,000 human genes using a single primer pool. A short amplicon (approximately 110 bp) was obtained from each target gene. AmpliSeq sequencing data were obtained using the Torrent Mapping Alignment Program optimized for Ion Torrent^™^ sequencing data to align raw sequencing reads against a custom reference sequence set containing all transcripts targeted by the AmpliSeq kit [10, 11].

### Transcriptome analysis

Differentially expressed genes (DEGs) were identified using DEGSeq (version 1.48.0) with p-values of < 0.05 and|fold changes|>2.5 threshold [12]. The function of each DEG was annotated based on the Biological Process Gene Ontology gene set (MSigDB collections, C5, BROAD Institute, Cambridge, MA, USA) and the Gene Reference into Function (GeneRIF, The National Center for Biotechnology Information) database. Volcano plots, bar plots, Venn diagrams, and heat maps were generated using ggplot2 (version 3.3.5) and the Complex Heatmap (version 2.10.0) software. All statistical analyses and visualizations were performed using R (version 4.1.2) and R Studio environment (release 077589bc).

### Flow cytometry for EV surface profiling

The surface profiles of cells and EVs were analyzed using flow cytometry (FACS LSR Fortessa system, Becton Dickinson, Franklin Lakes, NJ, USA) and specific antibodies against surface proteins. Cell samples were incubated for 30 min at 4 °C in the dark with one test dose of drug resistance detection antibodies (anti-MDR1, anti-MRP1, and anti-BCRP) and rinsed twice with FACS buffer to prevent excessive reactions; fluorescein isothiocyanate (FITC)-labeled secondary fluorescent antibodies were used to detect fluorescence signals.

Breast cancer-derived EVs bound to 3-µm microbeads (SPHERO^™^ Streptavidin Coated Particles, SVP 30 − 5, Spherotech Inc., Lake Forest, IL, USA) that were conjugated with biotinylated breast cancer-targeting antibodies (anti-EpCAM, anti-ITGA2, and anti-ITGAV), during incubation to enable the isolation of breast cancer-derived EVs, following protocols in a previous study [13]. After isolation from tumor tissue, the drug resistance detection antibody was then immobilized with a fluorescent detection antibody. Detailed schematics are presented in Additional File 1: Figure S1a and S1b.

### Confocal microscopy

To stain actin filaments, Alexa Fluor 594-conjugated phalloidin (A12381, Thermo Fisher Scientific) was used according to the manufacturer’s protocol, and DAPI (Vectashield, H-1200, Vector Laboratories, Inc., Newark, CA, USA) was used to stain cell nuclei. To confirm the presence of EVs, the captured EVs were detected using a primary PE-Cy7-labeled antibody against the general EV marker, CD63. EVs were also immobilized with a primary drug resistance detection antibody against MDR1 and a secondary FITC-labeled fluorescent antibody. Fluorescence images were obtained using a Zeiss LSM 700 confocal microscope (Carl Zeiss). The target and detection antibodies used in this study are listed in Additional File 1: Table S1.

### Transmission electron microscopy (TEM)

A drop of the EV sample was fixed in 2% glutaraldehyde-2% paraformaldehyde and placed on a Formvar carbon-coated grid for 15 s. Droplets were removed using filter paper, and a drop of 1% uranyl acetate was added for 15 s for negative staining, removed using filter paper, and washed with a drop of distilled water. The dried grids were observed using a transmission electron microscope (JEM-1011, JEOL, Tokyo, Japan) at an acceleration voltage of 80 kV equipped with a MegaView III CCD camera.

### Clinical characteristics of the participants

Clinical samples were obtained from subjects who visited Severance Hospital in South Korea in accordance with the guidelines of the independent Ethics Committee at the College of Medicine Yonsei University (IRB No. 4-2020-1292). Informed consent for the use of blood samples for research purposes was obtained from all patients. Pre-operative plasma samples were collected from the same patient before anesthesia. The criteria for subject eligibility in the analysis included (1) a confirmed pathological diagnosis of breast cancer, (2) collection of blood samples post-NAC and during the pre-operative period, and (3) hemolysis assessed before the isolation of EV to evaluate plasma sample quality. Details of the 36 individuals are shown in Additional File 1: Table S2.

### Receiver operating characteristic (ROC) analysis

ROC analysis of drug-resistant EV markers was performed on data from 20 patients with TNBC using MedCalc version 20.014 (MedCalc Software Ltd., Ostend, Belgium). We used univariate ROC analysis for each marker to obtain the area under the ROC curve (AUC) and evaluate the diagnostic power of drug-resistant EV marker combinations. Optimal criterion values were calculated by considering not only sensitivity and specificity, but also disease prevalence and costs of various decisions [14]. After performing a univariate ROC analysis on each combination of drug-resistant EV markers, we chose the “Best” combination with the highest AUC and the lowest standard error of AUC. Based on these calculations, we developed a combinatorial predictive score composed of MDR1, MRP1, and BCRP (combi-3) that was utilized to predict drug response in patients with breast cancer. Statistical analyses were performed using a one-way analysis of variance or Welch’s t-test.

## Results

### Establishment of TNBC cell lines with a drug-resistant phenotype

To generate chemotherapy-resistant variants of each TNBC cell line, the parental cell line was exposed to gradually increasing concentrations of chemotherapeutic drugs for 4 weeks per treatment cycle (Fig. 1a). Approximately 28 weeks and 56 passages were required for three cell lines (HCC1395, MDA-MB-231, and MDA-MB-468) to acquire stable drug resistance. The generation of drug resistance in TNBC cell lines was validated by morphological observations, dose-response analyses, and gene expression patterns at the transcriptional level. We generated dose-response curves and calculated IC_50_ values for both parental and drug-resistant (derived) sublines to determine whether the derived sublines acquired resistance to chemotherapy (Fig. 1b). As expected, the IC_50_ concentrations for drug-resistant sublines in response to AC or T treatment were significantly higher than those for the wild-type cell lines. Furthermore, doubling times were shorter in resistant cells than in wild-type cells, implying that the difference in proliferative capacity might be associated with the survival advantage of drug-resistant cells under chemotherapy. In summary, long-term exposure of TNBC cell lines to chemotherapeutic drugs was accompanied by distinct morphological changes, from 2.9- to 29.7-fold higher IC_50_ values and from 0.8- to 0.91-fold shorter doubling times in resistant TNBC sublines, thereby confirming the successful acquisition of drug-resistant phenotypes.

**Fig. 1:**
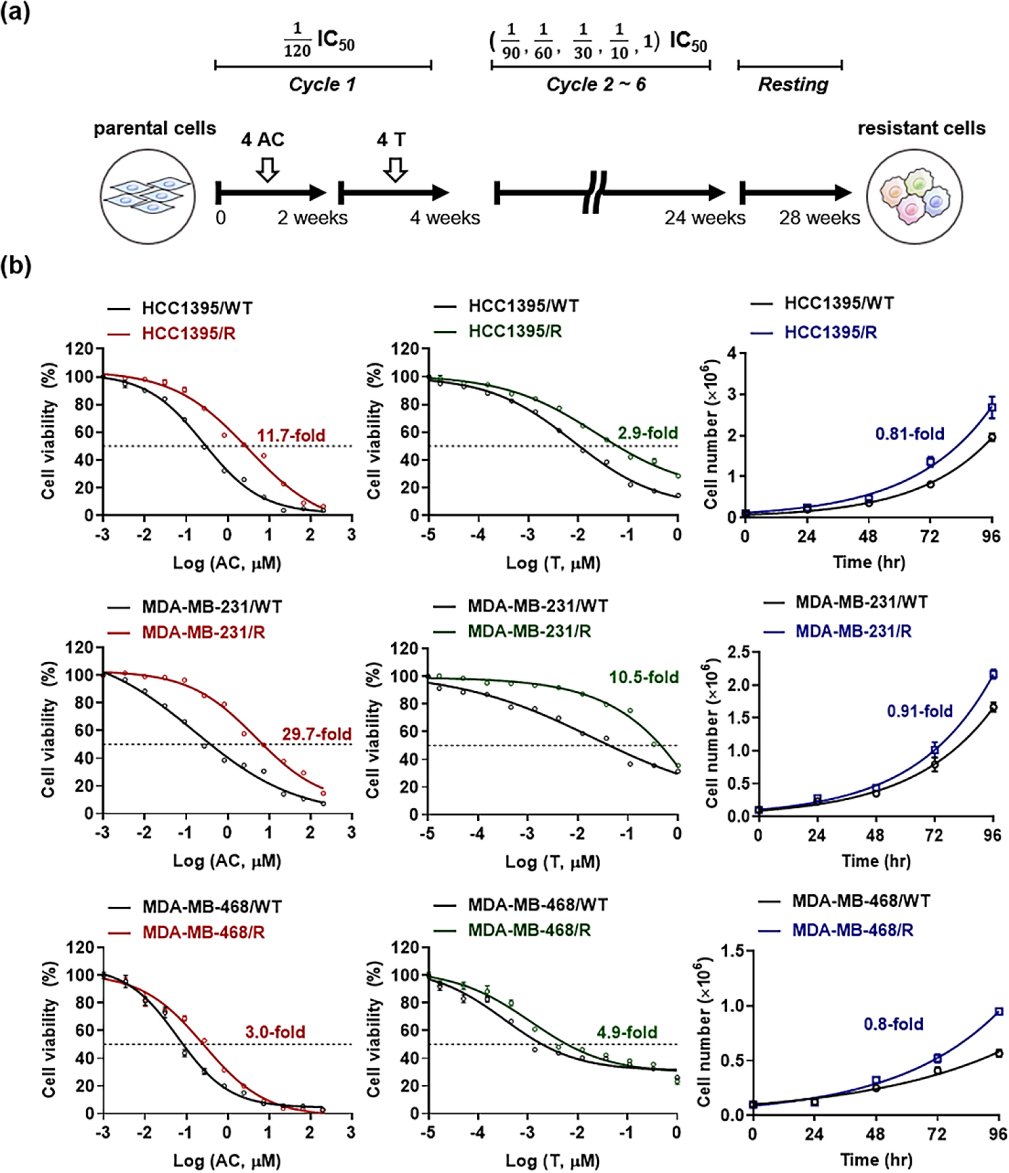
(**a**) Schematic illustration of the drug treatment process for the generation of drug-resistant cell lines. (**b**) Dose-response curves and IC_50_ values. Cell growth curves and their associated doubling times were measured. Data are expressed as Mean ± SEM (*n* = 5)

During drug treatment, we observed a gradual change in the shape of the TNBC cell lines. HCC1395, MDA-MB-231, and MDA-MB-468 cells spread more extensively in adherent monolayer cultures after acquiring resistance to anticancer drugs. The significance of the morphological changes was confirmed by the visualization of nuclei and actin filaments. We observed that the morphology of drug-resistant cells was distinct from that of parental cells of the same cellular age (Fig. 2a). Next, when we measured the area of TNBC cell lines, all resistant sublines exhibited enlarged nucleus/cytoplasm in monolayer proliferation compared to the parental cells (Fig. 2b).

**Fig. 2:**
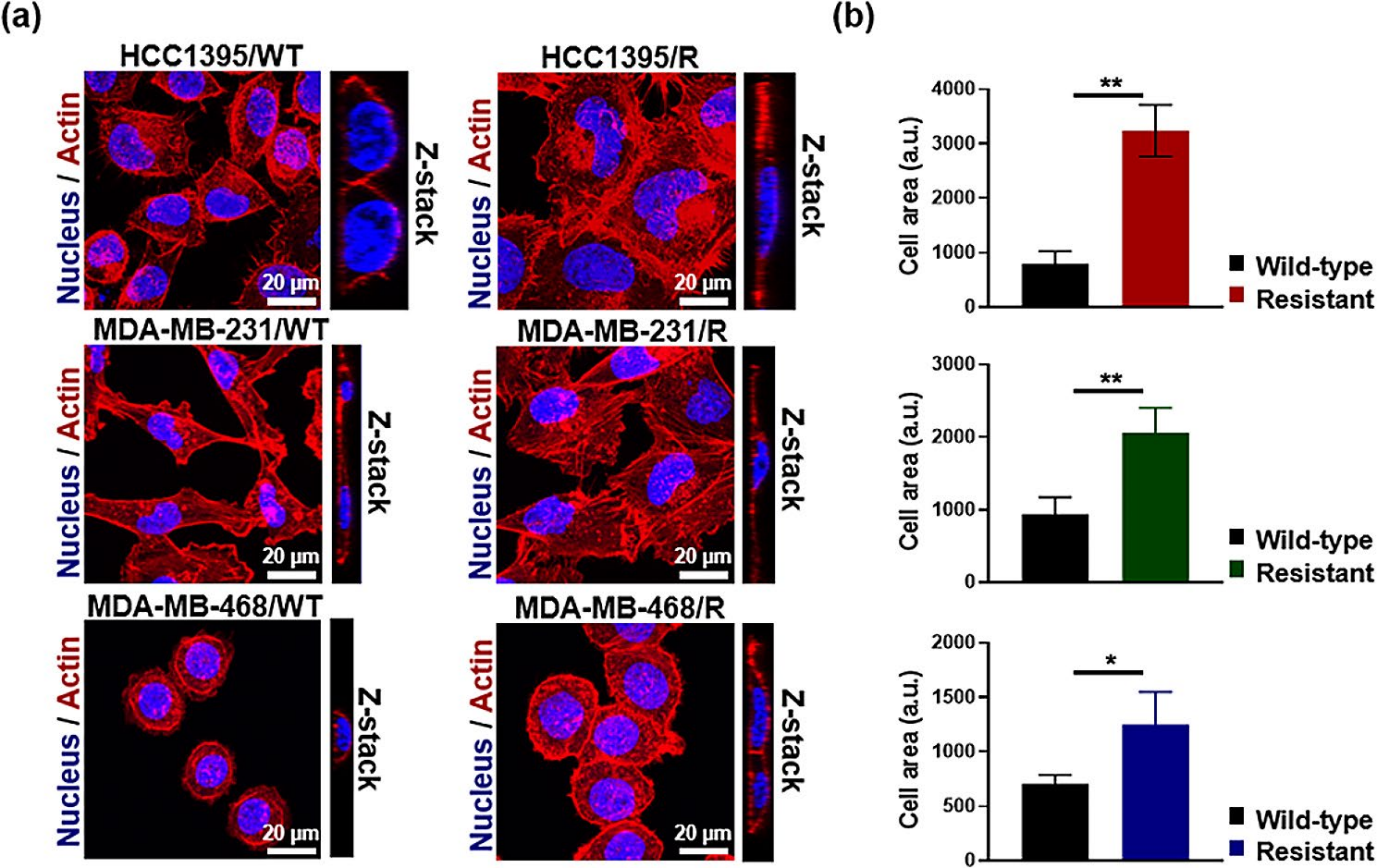
(**a**) Morphology of drug-resistant cell lines. Cell nuclei were stained with DAPI, and actin filaments were stained with phalloidin-Alexa Fluor 594. (**b**) Quantification of the area of TNBC cell lines. The cell areas were measured from three distinct cells in the image. Data are expressed as mean ± SD (*n* = 3). Significant differences between groups were determined using the Welch’s t-test (*p < 0.05 and **p < 0.01)

### DEGs in resistant TNBC cell lines

To identify the differential abundance of transcripts in resistant TNBC, we performed RNA sequencing and transcriptomic analysis of the wild-type cell lines (hereafter referred to as HCC1395/WT, MDA-MB-231/WT, and MDA-MB-468/WT) and drug-resistant sublines (hereafter referred to as HCC1395/R, MDA-MB-231/R, and MDA-MB-468/R). 

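The MDA-MB-468 pair was analysed here, with 2 libraries of MDA-MB-468/R and 2 libraries of MDA-MB-468/WT, and the HCC1395 and MDA-MB-231 pairs were not analysed here. MDA-MB-468 is a basal-type TNBC cell line, and MDA-MB-468/R is its subline selected with doxorubicin, cyclophosphamide and docetaxel. The sample labels give 6 months of treatment, and the paper gives 28 weeks in its results and 6 months plus 1 month of recovery in its methods. A protocol label of the MDA-MB-468/WT samples names the same drugs, whereas their treatment and genotype labels read none and WT, and the latter were used. The Ion AmpliSeq Transcriptome kit amplifies a short piece of each targeted gene from total RNA, so the reads of a gene come from a single amplicon and are best compared between samples rather than between genes. The authors deposited log2 values of the reads of each target per 1000000 reads of its library (RPM) plus 1. Undoing the scaling gave 7002971 and 7325110 reads for the MDA-MB-468/R libraries and 6836437 and 7983506 reads for the MDA-MB-468/WT libraries. A floor of 3 reads corresponded to between 0.376 and 0.439 RPM, and 69.0% to 71.2% of the targets had a value above 0. The log2 values were compared without further scaling by limma's moderated test in the 12118 genes that had at least 10 reads in at least 2 libraries. DEGs were called at the paper's thresholds of an adjusted p of at most 0.05 and a fold change of at least 2.5. The paper names no adjustment method, and Benjamini-Hochberg was used here. Since 1 RPM was added before the logarithm was taken, the fold changes of genes at a few RPM are smaller on this scale than in RPM. The SD of the log2 difference between replicates was 0.355 in MDA-MB-468/R and 0.210 in MDA-MB-468/WT, above the sampling noise of the reads in both groups (chi-squared per gene of 12.3 and 1.67, where sampling noise alone gives about 1). Pearson's r across genes, which are not independent replicates, was 0.986 within MDA-MB-468/R, 0.995 within MDA-MB-468/WT and 0.959 to 0.960 between them. The paper's text and the labels do not say whether the replicates were separate cultures, so the p-values measure the spread between these libraries, which may be technical. Intervals and floors cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules.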

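Genes of the interferon and inflammatory responses were lower in MDA-MB-468/R than in MDA-MB-468/WT. Of 30 tested interferon-stimulated genes, 21 were lower and 9 did not pass (24 lower when adjusted over the list alone), with a median log2 fold change of -1.08 that ranged from -1.38 with limma-voom to -0.672 with a pseudocount of 4 RPM, a choice made after the data were seen. BST2, which tethers budding viruses to the cell, fell from 127 ± 3.76 RPM (SD, n = 2) in MDA-MB-468/WT to 17.9 ± 5.48 RPM in MDA-MB-468/R, a log2 fold change of -2.79 (standard error 0.196, adjusted p = 2.27e-04 from limma). CMPK2, a mitochondrial nucleotide kinase, had 1 read in MDA-MB-468/R and 216 reads in MDA-MB-468/WT, a ratio of 0.00479 (95% counting interval 1.21e-04 to 0.0270). Among 18 tested inflammatory NF-kB targets, 13 were lower and 5 did not pass (16 lower and 1 higher when adjusted over the list alone), with a median of -1.08. These included the acute-phase gene SAA1, which fell from 147 ± 3.62 to 37.8 ± 3.23 RPM, the chemokine gene IL8, which fell from 337 ± 3.31 to 106 ± 10.00 RPM, and the cytokine gene CSF2, which had 30 reads in MDA-MB-468/WT and 0 in MDA-MB-468/R and was at least 4.83-fold lower. The antigen presentation list had 8 lower members of 16 tested (8 when adjusted over the list alone), among them the immunoproteasome subunit gene PSMB9 with a log2 fold change of -1.26 and the peptide transporter gene TAP1 with -0.90. Markers of MDA-MB-231-type mesenchymal lines, a list that shares IL6 with the NF-kB list, were lower beside these groups (9 of 11 tested). In camera with the preset correlation, the adjusted p was 3.53e-14 for the interferon, 9.00e-09 for the NF-kB and 2.72e-04 for the antigen presentation list. With an estimated correlation, the adjusted p was 0.231 for the interferon list, 0.231 for the NF-kB list and 0.273 for antigen presentation. Their estimated correlations were 0.0146, -0.0390 and 0.0119, against the preset 0.01. This form of the test rests on 2 residual degrees of freedom and has little power here. Its higher p-values therefore do not show that correlated genes made the difference in these lists. Of 8 genes named here with an adjusted p of at most 0.05, 6 no longer passed without WT replicate 1, 7 without WT replicate 2, and their highest adjusted p with 1 library left out was 0.139.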

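Parts of the basal epithelial, mesenchymal and hypoxia lists were also lower in MDA-MB-468/R. Of 20 tested basal epithelial markers, 11 were lower and 9 did not pass (13 lower when adjusted over the list alone), with a median log2 fold change of -0.69. LAMB3, a chain of the basement membrane protein laminin-332, fell from 45.1 ± 1.13 RPM (SD, n = 2) in MDA-MB-468/WT to 3.21 ± 0.103 RPM in MDA-MB-468/R (log2 fold change -3.45, standard error 0.160, adjusted p = 5.47e-05 from limma). ITGB4, a subunit of the laminin receptor, fell from 136 ± 6.03 to 41.8 ± 6.68 RPM. Among 9 tested mesenchymal markers, 5 were lower and LOX was higher (the same when adjusted over the list alone), with a median of -1.01. With no filter on low values the median of the list was -0.21. The intermediate filament gene VIM fell from 68.4 ± 3.74 to 2.87 ± 0.586 RPM (log2 fold change -4.17, adjusted p = 4.73e-05), and the fibronectin gene FN1 fell from 34.9 ± 0.879 to 6.61 ± 2.06 RPM. A list of markers of MDA-MB-231-type mesenchymal breast cancer lines, whose members VIM and LOX are also in the mesenchymal list, had 9 lower members and 1 higher member of 11 tested (the same when adjusted over the list alone), with a median of -1.83. Its most abundant members were CAV2 at 525 RPM in MDA-MB-468/WT and 229 RPM in MDA-MB-468/R, NT5E at 487 ± 23.9 and 72.3 ± 4.67 RPM, and MSN at 357 and 236 RPM. The hypoxia and glycolysis list had 11 lower members of 21 tested (12 lower and 2 higher when adjusted over the list alone) and a median of -0.59, and CA9, a carbonic anhydrase induced by hypoxia, fell from 73.0 ± 1.45 to 14.1 ± 1.92 RPM. Of 31 tested actin cytoskeleton genes, 13 were lower and TPM2, a tropomyosin gene, was higher (17 lower and 2 higher when adjusted over the list alone), with a median of -0.48 that was -0.295 without R replicate 2. In camera with the preset correlation, the adjusted p was 5.36e-07 for the basal, 0.0103 for the mesenchymal, 5.36e-07 for the MDA-MB-231-type, 1.61e-05 for the hypoxia and 2.18e-05 for the actin list. With an estimated correlation, the adjusted p was 0.231 for the basal, MDA-MB-231-type and hypoxia lists, 0.301 for the mesenchymal list and 0.521 for the actin list. The mesenchymal list no longer passed camera without R replicate 1 (adjusted p = 0.0617) or without R replicate 2 (adjusted p = 0.0834). The adjusted p rose above 0.05 for 6 of 10 passing genes named here without WT replicate 1 and for 7 without WT replicate 2, with a highest value of 0.256.

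**Figure D1:**
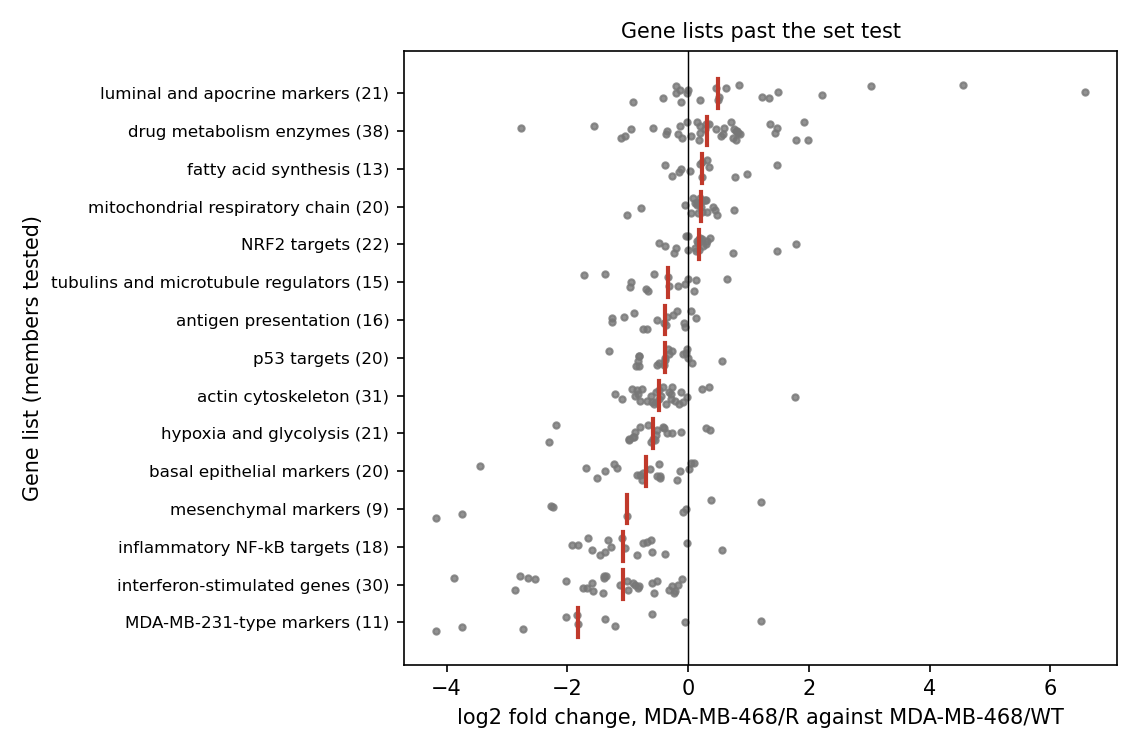
Log2 fold changes on the x axis, MDA-MB-468/R against MDA-MB-468/WT, of the tested members of the 15 gene lists that passed camera with the preset correlation, with 1 list per line on the y axis and the number of tested members in brackets. Each point is a gene and each red bar is the median of its list, from -1.83 for the MDA-MB-231-type markers to 0.49 for the luminal and apocrine markers.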

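A part of the luminal and apocrine markers, the genes of the secretory breast epithelium, was higher in MDA-MB-468/R. Of 21 tested members, 10 were higher and 11 did not pass (10 higher when adjusted over the list alone), with a median log2 fold change of 0.49 that was 0.2575 with no filter on low values. The random sampling model had 12 higher and 4 lower. MUCL1, SCGB2A2, CLCA2 and AGR2 of this list are shown in Fig. 3b, whose values had been seen. The test of the list is therefore not independent of that figure. MUCL1, which encodes a small breast mucin, rose from 0.353 ± 0.322 RPM (SD, n = 2) in MDA-MB-468/WT to 126 ± 1.25 RPM in MDA-MB-468/R (log2 fold change 6.58, standard error 0.206, adjusted p = 1.70e-05 from limma). The mammaglobin gene SCGB2A2 had 0 reads in MDA-MB-468/WT and 22.7 ± 4.27 RPM in MDA-MB-468/R, and was at least 55.7-fold higher against a floor of 3 reads per library. AGR2, a disulfide isomerase of secretory cells, rose from 25.4 ± 1.81 to 121 ± 1.20 RPM. Of 13 tested genes of fatty acid synthesis, 3 were higher and 10 did not pass (3 higher when adjusted over the list alone), with a median of 0.23. These were the desaturase SCD, the regulator SREBF1 and the synthase FASN, whose log2 fold changes were 1.47, 0.97 and 0.78, and that of FASN fell to 0.51 without R replicate 1 (adjusted p = 0.0589). Of 20 tested genes of the mitochondrial respiratory chain, 3 were higher and 1 was lower (the same when adjusted over the list alone), with a median of 0.21. The higher members were CYC1, UQCRC2 with a log2 fold change of 0.48 (adjusted p = 0.0382) and ATP5B with 0.42 (0.0243). The calls of UQCRC2 and ATP5B were lost with the replicate block (0.0695 and 0.0626), and that of UQCRC2 also without R replicate 1 (0.0785). CYC1 had a log2 fold change of 0.76 and lies in a stretch of chromosome 8 whose genes were mostly higher. NDUFA1 had -1.02, or -0.60 without R replicate 2, and lies on chromosome X. Of the 380 tested chromosome X genes, 139 were lower at an adjusted p of at most 0.05 and 85.5% lay below the genome median. In camera with the preset correlation, the adjusted p was 1.61e-05 for the luminal, 0.0217 for the fatty acid and 0.00554 for the respiratory chain list. With an estimated correlation, the adjusted p was 0.273 for the luminal list and 0.301 for each of the others. In all, 15 of 32 lists with at least 5 tested members passed camera with the preset correlation, 10 towards lower and 5 towards higher. The smallest adjusted p with an estimated correlation was 0.231, from a test that 2 residual degrees of freedom leave with little power. With WT replicate 1 left out 7 of the 10 passing genes named here lost their adjusted p, with WT replicate 2 left out 7, and 2 without R replicate 1 and 0 without R replicate 2 (adjusted p of up to 0.467).

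**Figure D2:**
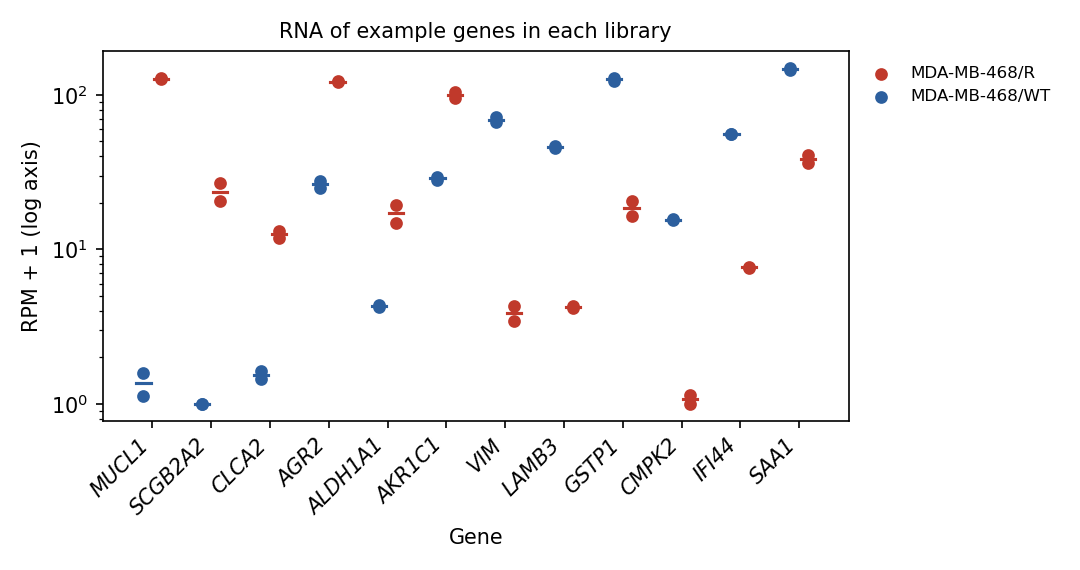
RPM plus 1 on a log axis for 12 genes on the x axis in each library of MDA-MB-468/WT (blue) and MDA-MB-468/R (red). Points are single libraries and horizontal lines are the means of 2 libraries, and both red points lie above both blue points for MUCL1, SCGB2A2, CLCA2, AGR2, ALDH1A1 and AKR1C1 and below them for VIM, LAMB3, GSTP1, CMPK2, IFI44 and SAA1.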

A comparison of drug-resistant sublines with wild-type cell lines revealed a large number of significant differences in the volcano plot (Fig. 3a). 

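In MDA-MB-468, 98 upregulated DEGs and 297 downregulated DEGs were called among the 12118 genes tested. On the log2 scale with 1 RPM added, the largest increases after those of MUCL1 and SCGB2A2 were in KIAA1324, an estrogen-induced membrane protein gene, and CRISP3, which encodes a secreted cysteine-rich protein. KIAA1324 rose from 5.34 ± 0.0933 RPM (SD, n = 2) in MDA-MB-468/WT to 67.9 ± 3.04 RPM in MDA-MB-468/R (log2 fold change 3.44, standard error 0.146, adjusted p = 4.73e-05 from limma), and CRISP3 rose from 7.52 ± 0.501 to 74.8 ± 17.3 RPM. The largest decreases on this scale were in the troponin gene TNNT1, from 71.3 ± 1.77 to 1.11 ± 0.0414 RPM (log2 fold change -5.10), and the collagen gene COL5A2, from 110 ± 2.72 to 2.60 ± 1.18 RPM (-4.99). INHBA, a subunit of the TGF-β family ligand activin A, fell from 243 ± 12.0 to 9.46 ± 1.43 RPM. L1CAM, a cell adhesion molecule encoded on chromosome X, had 3 reads in MDA-MB-468/R and 327 in MDA-MB-468/WT, a ratio of 0.00949 (95% counting interval 0.00195 to 0.0280). C5orf25 and XAGE2, the latter also on chromosome X, had 0 reads in MDA-MB-468/R and were at least 69.6-fold and 48.2-fold lower. In RPM, KIAA1324 rose 12.7-fold and CYP4Z2P 23.7-fold, and TNNT1 fell 64.0-fold and the keratin gene KRT34 70.1-fold. CYP4Z2P had 7 reads in MDA-MB-468/WT, and KRT34 and TNNT1 had 5 and 16 reads in MDA-MB-468/R. Such low reads leave the order in RPM open. Both MDA-MB-468/R libraries lay above both MDA-MB-468/WT libraries in each upregulated DEG and below them in each downregulated DEG, a separation found in 58.3% of the tested genes where chance gives 33.3%. At an adjusted p of at most 0.05 without the fold threshold, 649 genes were higher and 1290 were lower. Without WT replicate 1 the counts were 11 upregulated and 52 downregulated DEGs, without WT replicate 2 they were 9 and 48, without R replicate 1 they were 82 and 307, and without R replicate 2 they were 90 and 255. Upregulated DEGs numbered 158 with limma-voom on the recovered reads and 181 with a re-implemented random sampling model (458 downregulated), and with 4 RPM added in place of 1, a choice made after the data were seen, 51 and 140 were called. The 12 genes named here each kept an adjusted p of at most 0.05 with any 1 library left out (highest adjusted p = 0.0479).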

Based on criteria [adjusted p-value ≤ 0.05, and fold change (FC) ≥ 2.5], 111, 395, and 151 upregulated DEGs, and 373, 613, and 378 downregulated DEGs were identified in HCC1395, MDA-MB-231, and MDA-MB-468, respectively. As the volcano plots indicate, in total, 657 significantly upregulated DEGs and 1,364 significantly downregulated DEGs were identified in the comparison between the wild-type and resistant groups; however, considering the limited expression level of downregulated DEGs not suitable for use as a diagnostic biomarker, they lost their significance in clinical analysis and were excluded from the candidate biomarker.

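The downregulated DEGs of MDA-MB-468 had a median of 12.3 RPM in MDA-MB-468/WT (quartiles 4.58 and 35.8) and of 1.72 RPM in MDA-MB-468/R (quartiles 0.395 and 7.88). The upregulated DEGs had a median of 17.7 RPM in MDA-MB-468/R (quartiles 6.79 and 59.3) and of 4.40 RPM in MDA-MB-468/WT (quartiles 0.983 and 13.0), and the median of all tested genes was 25.4 RPM in MDA-MB-468/R and 26.7 RPM in MDA-MB-468/WT. In the group where they were higher, 163 of 297 downregulated DEGs and 67 of 98 upregulated DEGs reached 10 RPM, and 34 and 17 of them reached 100 RPM. Abundant downregulated DEGs included the TGF-β ligand gene TGFB2, which fell from 526 ± 20.6 RPM (SD, n = 2) in MDA-MB-468/WT to 208 ± 6.16 RPM in MDA-MB-468/R (log2 fold change -1.33, adjusted p = 2.53e-04 from limma), and the protease gene CTSB, which fell from 294 ± 4.34 to 116 ± 18.3 RPM. At the low end, 78 downregulated and 16 upregulated DEGs were under 5 RPM in both groups. Of the downregulated DEGs, 72 had at most 3 reads in each MDA-MB-468/R library and 31 had 0 reads in both, which allows up to 0.410 and 0.428 RPM. On the log2 scale, the median of the downregulated DEGs in MDA-MB-468/R was 1.45, and it was 0.69 among those called without WT replicate 1 or without WT replicate 2, 2.08 without R replicate 1 and 1.85 without R replicate 2. The adjusted p rose above 0.05 for 2 of 2 passing genes named here without WT replicate 1 and for 2 without WT replicate 2, with a highest value of 0.0944.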

**Fig. 3:**
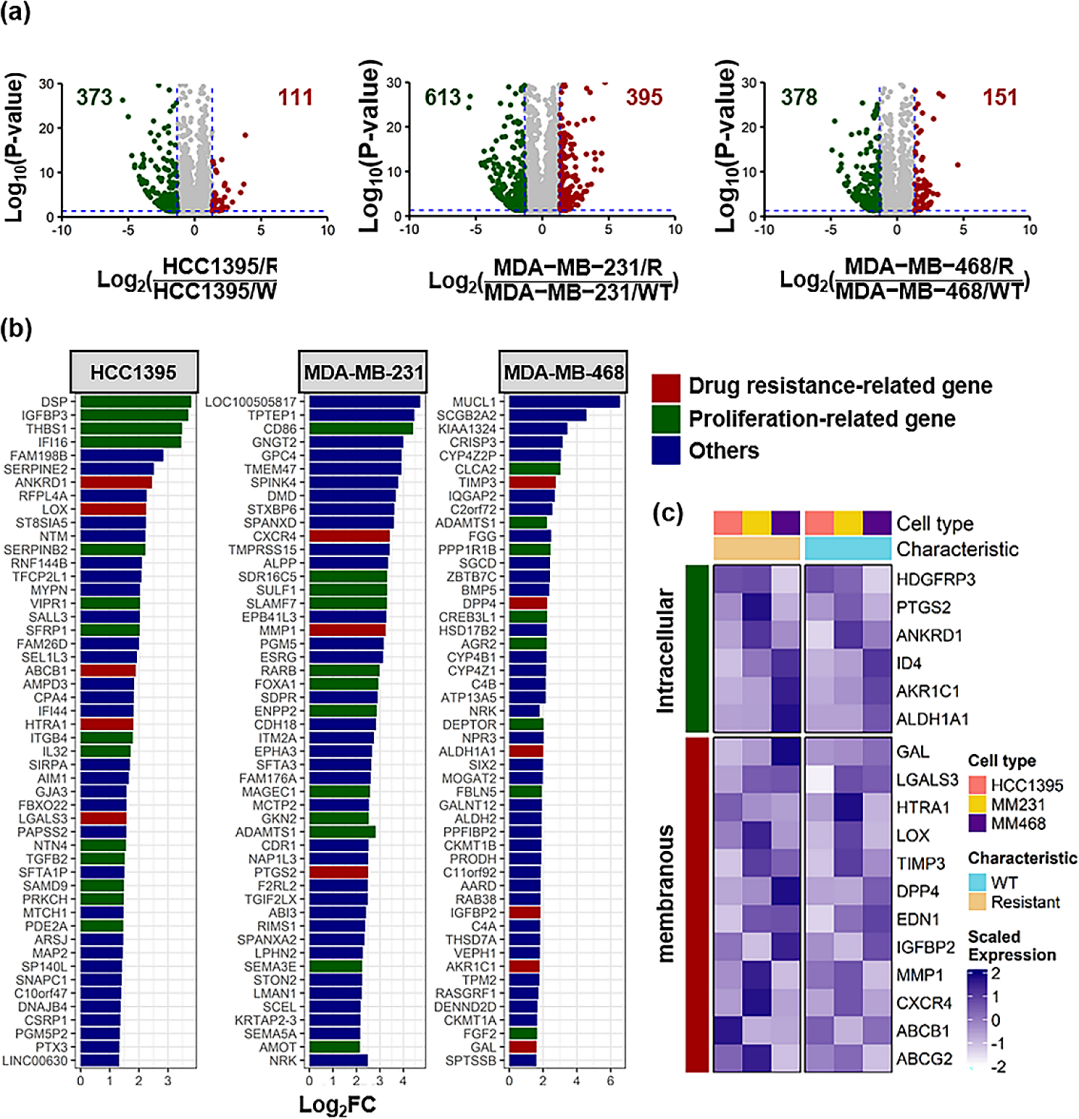
(**a**) Volcano plots [-log_10_(P-value) vs. log_2_(fold change)] for each comparison of wild-type and resistant HCC1395 (left), MDA-MB-231 (middle), and MDA-MB-468 (right) cells after long-term ACT treatment. The significant downregulated (green) and upregulated (red) transcripts are shown in each volcano plot. (**b**) A list of the 50 most significant genes in each upregulated DEG following long-term ACT treatment. The function of genes was annotated based on the GeneRIF database. (**c**) Heat map showing the relative abundance of selected drug resistance-related genes. The predicted locations of proteins encoded by drug resistance-related genes were categorized based on the Human Protein Atlas

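All 50 genes that Fig. 3b lists for MDA-MB-468 were upregulated DEGs, with log2 fold changes from 1.54 to 6.58, and 48 of them were among the 50 largest increases of all tested genes on this scale. The study chose these genes on the same samples, so their direction is not independent evidence. Several belong to gene families. The cytochrome P450 genes CYP4Z1 and CYP4B1 rose from 5.57 ± 0.419 and 3.50 ± 0.176 RPM (SD, n = 2) in MDA-MB-468/WT to 28.6 ± 3.04 and 19.7 ± 7.53 RPM in MDA-MB-468/R, with log2 fold changes of 2.17 and 2.15 (adjusted p = 3.51e-04 and 0.00230 from limma). The pseudogene CYP4Z2P, closely related to CYP4Z1, rose from 0.475 ± 0.0434 to 11.3 ± 2.21 RPM. The complement genes C4A and C4B had log2 fold changes of 1.82 and 2.15, and the mitochondrial creatine kinase genes CKMT1A and CKMT1B had 1.64 and 1.90. The members of the C4 pair and of the CKMT1 pair are nearly identical in sequence, so they may share reads and may not be separate observations. Of the 13 tested complement genes, 3 were higher and 3 were lower (4 and 4 when adjusted over the list alone), with C3, the central component, falling from 83.2 ± 2.06 to 12.7 ± 1.54 RPM, and the list did not pass camera (adjusted p = 0.782, and 0.861 with an estimated correlation). Outside Fig. 3b and Fig. 3c, 48 further genes were upregulated DEGs. Of the 50 genes, 11 were called without WT replicate 1, 9 without WT replicate 2 and 46 without R replicate 1. With WT replicate 1 left out 6 of the 8 passing genes named here lost their adjusted p, with WT replicate 2 left out 6 (adjusted p of up to 0.117).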

To further explore the biological activities of the top 50 upregulated DEGs, we cross-checked drug resistance- and proliferation-related genes found in GeneRIF, a functional annotation database. We identified 14 drug resistance-related DEGs and 34 proliferation-related DEGs, suggesting that these genes play important roles in the acquisition of chemotherapy resistance in TNBC (Fig. 3b). In addition to analysis using GeneRIF, Gene Ontology enrichment analysis for biological processes (GOBP) revealed that all resistant sublines had a high gene set variation analysis enrichment score in at least one GOBP term among drug transmembrane transport, drug transport, and cellular response to drugs. 

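In MDA-MB-468, Fig. 3b marks 6 genes as drug resistance-related and 8 as proliferation-related, and each was an upregulated DEG. Among the drug resistance-related genes, TIMP3, an inhibitor of metalloproteinases, rose from 9.21 ± 0.600 RPM (SD, n = 2) in MDA-MB-468/WT to 67.4 ± 11.7 RPM in MDA-MB-468/R (log2 fold change 2.74, standard error 0.166, adjusted p = 1.37e-04 from limma). ALDH1A1, an aldehyde dehydrogenase that oxidises retinaldehyde, rose from 3.30 ± 0.105 to 16.1 ± 3.25 RPM (log2 fold change 1.98, standard error 0.205, adjusted p = 0.00106). DPP4, IGFBP2 and GAL had log2 fold changes of 2.24, 1.84 and 1.61, and the aldo-keto reductase AKR1C1, which reduces carbonyl groups, rose from 27.9 ± 0.993 to 99.5 ± 5.91 RPM. Among the proliferation-related genes, CLCA2 had the largest log2 fold change, 3.03, with 0.534 ± 0.128 RPM in MDA-MB-468/WT and 11.5 ± 0.920 RPM in MDA-MB-468/R. DEPTOR, an inhibitor of mTOR encoded on chromosome 8, rose from 7.41 ± 1.19 to 33.3 ± 0.672 RPM, and the growth factor gene FGF2 had the smallest log2 fold change, 1.54 (adjusted p = 0.0255), which fell to 0.995 without R replicate 1 (adjusted p = 0.0650). CREB3L1 had 2 reads in MDA-MB-468/WT and 63 in MDA-MB-468/R, a ratio of 32.6 (95% counting interval 8.65 to 275). This interval includes the 21.6-fold rise of CLCA2 in RPM, so these rises cannot be ranked in RPM. Of 32 tested cell cycle genes, only PCNA passed, with a log2 fold change of -0.51, and none passed when adjusted over the list alone. At an unadjusted p of at most 0.05, 1 was higher and 5 were lower by limma, and at an adjusted p limma-voom called 1 lower and the random sampling model 6 higher and 12 lower. The proliferation marker MKI67 had 105 ± 11.9 RPM in MDA-MB-468/WT and 79.1 ± 7.84 RPM in MDA-MB-468/R (adjusted p = 0.0793, and 7.82e-12 with the random sampling model). TOP2A, a target of doxorubicin, had 250 ± 7.37 and 244 ± 41.8 RPM (adjusted p = 0.852). The cell cycle list did not pass camera (adjusted p = 0.776, and 0.802 with an estimated correlation) but passed fry, a second list test (adjusted p = 0.0372). Of 11 genes named here with an adjusted p of at most 0.05, 9 no longer passed without WT replicate 1, 9 without WT replicate 2, 2 without R replicate 1 and 1 without R replicate 2, and their highest adjusted p with 1 library left out was 0.385. From the annotation of such genes among the upregulated DEGs, the paper proposes that they have important roles in acquired resistance to chemotherapy.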

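The Gene Ontology terms were not scored here, and lists of drug-handling genes fixed before the data were examined were tested in their place for MDA-MB-468. The list members ALDH1A1, ALDH2 and AKR1C1 are shown in Fig. 3b, whose values had been seen. Of 38 tested drug metabolism enzymes, 15 were higher, 5 were lower and 18 did not pass (19 higher and 6 lower when adjusted over the list alone), with a median log2 fold change of 0.32 that was 0.5025 without R replicate 2. The aldehyde dehydrogenase ALDH2 rose from 15.4 RPM in both MDA-MB-468/WT libraries to 61.0 ± 1.52 RPM (SD, n = 2) in MDA-MB-468/R (adjusted p = 2.05e-04 from limma), and AKR1C1 was also among the higher members. GSTP1, a glutathione transferase that conjugates electrophilic drugs, fell from 126 ± 4.35 to 17.6 ± 2.91 RPM (log2 fold change -2.78, standard error 0.145, adjusted p = 8.41e-05). Of 22 tested targets of the oxidative stress regulator NRF2, AKR1C1, its close paralog AKR1C2 and NQO1 were higher and 19 did not pass (3 higher when adjusted over the list alone), with a median of 0.18. Among 15 tested solute carriers of drugs, 3 were lower and 1 was higher (4 and 1 when adjusted over the list alone), with a median of -0.05 that ranged from -0.17 to -0.00792 over the alternatives. The nucleoside transporter SLC28A1 fell from 6.91 ± 0.697 to 1.12 ± 0.434 RPM, and SLC47A1, which exports organic cations, rose from 1.77 ± 0.393 to 3.92 ± 0.506 RPM (adjusted p = 0.0492). The call of SLC47A1 was lost with limma-voom (0.0584), no filter (0.0609), the replicate block (0.0599) and, in a choice made after the data were seen, a pseudocount of 0.25 RPM (0.0558). In camera with the preset correlation, the adjusted p was 1.47e-04 for the drug metabolism, 0.00718 for the NRF2 and 0.370 for the solute carrier list. With an estimated correlation, the adjusted p was 0.301 for drug metabolism and 0.521 for each of the others. The NRF2 list no longer passed camera without R replicate 1 (adjusted p = 0.123). The adjusted p rose above 0.05 for 6 of 7 passing genes named here without WT replicate 1 and for 6 without WT replicate 2, for 1 without R replicate 1 and 1 without R replicate 2, with a highest value of 0.373.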

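Genes of the targets of docetaxel and of the response to DNA damage were tested in the same way. Of 15 tested tubulins and microtubule regulators, 6 were lower and 9 did not pass (9 lower when adjusted over the list alone), with a median log2 fold change of -0.33. The β-tubulin genes TUBB2B and TUBB3 fell from 3.98 ± 1.02 and 21.6 ± 0.887 RPM (SD, n = 2) in MDA-MB-468/WT to 0.491 ± 0.0803 and 10.8 ± 1.49 RPM in MDA-MB-468/R (adjusted p = 0.00472 and 0.0103 from limma). Of 20 tested p53 targets, 7 were lower and 13 did not pass (7 lower when adjusted over the list alone), with a median of -0.39. They included the cell cycle inhibitor gene CDKN1A, which fell from 55.1 ± 2.75 to 30.2 ± 4.42 RPM, and the death receptor gene TNFRSF10B, which fell from 54.5 ± 10.8 to 21.4 ± 4.26 RPM. Of 34 tested DNA repair genes, LIG4 and PARP1 were lower, with log2 fold changes of -0.98 and -0.37, and 32 did not pass (1 lower when adjusted over the list alone). The call of PARP1 was lost with RLE scaling (adjusted p = 0.0694), no filter (0.0578), the replicate block (0.0960) and, in a choice made after the data were seen, TMM scaling (0.0700). Of 20 tested apoptosis regulators, BIRC3, XIAP and BCL2L1 were lower, with log2 fold changes of -1.10, -0.54 and -0.46, and 17 did not pass (3 lower when adjusted over the list alone). XIAP lies on chromosome X, and with the replicate block the adjusted p of XIAP was 0.0555 and that of BCL2L1 0.0550. In camera with the preset correlation, the adjusted p was 0.00575 for tubulins, 0.00440 for p53 targets, 0.743 for DNA repair, where the median (-0.02) and the test's direction differed in sign, and 0.249 for apoptosis. With an estimated correlation, the adjusted p was 0.480, 0.301, 0.792 and 0.521 in the same order. The tubulin list no longer passed camera without R replicate 2 (adjusted p = 0.120). With WT replicate 1 left out 9 of the 9 passing genes named here lost their adjusted p, with WT replicate 2 left out 9, and 2 without R replicate 1 and 3 without R replicate 2 (adjusted p of up to 0.481).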

Notably, HCC1395 cells had positively enriched scores for all three GOBP terms, suggesting that these cells firmly acquired drug resistance, followed by MDA-MB-231 and MDA-MB-468 (Additional File 1: Figure S2). We also identified several gene sets potentially involved in drug resistance that contributed to the elevated enrichment scores in HCC1395 cells using gene set enrichment analysis and gene network analysis (Additional File 1: Figure S3). Importantly, many of the annotated genes found in these analyses encode membranous proteins, including drug efflux transporters (e.g., *ABCB1* and *ABCG2*), chemokine receptors (e.g., *CXCR4*), receptor tyrosine kinases (e.g., *EGFR*), and matrix metalloproteinases (e.g., *MMP1*), and so on (Fig. 3c). 

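Of the 18 genes that Fig. 3c shows, 6 were upregulated DEGs in MDA-MB-468, 1 (ABCB1) was a downregulated DEG, 5 were not called and 6 had too few reads to be tested. EGFR, the receptor tyrosine kinase that is highly expressed in this line, had 5692 ± 27.9 RPM (SD, n = 2) in MDA-MB-468/WT and 5201 ± 611 RPM in MDA-MB-468/R, a log2 fold change of -0.14 that did not pass (standard error 0.114, adjusted p = 0.471 from limma). With 1 library left out its log2 fold change ranged from -0.255 (without R replicate 2) to -0.015. The transporter gene ABCG2, the chemokine receptor gene CXCR4, the collagenase gene MMP1 and the prostaglandin synthase gene PTGS2 had 0 reads in all 4 libraries, which allows up to 0.376 to 0.439 RPM per library. A difference in these genes was not detectable at this depth. The lysyl oxidase gene LOX rose from 4.74 ± 0.337 to 12.3 ± 1.56 RPM (log2 fold change 1.21, adjusted p = 0.00651). This is 2.60-fold in RPM, but with 1 RPM added before the logarithm LOX was under the fold threshold of 2.5. It reached the threshold with limma-voom (1.36), the random sampling model (1.38), without R replicate 2 (1.33) and, in a choice made after the data were seen, with a pseudocount of 0.25 RPM (1.33). ANKRD1 and EDN1, which encodes endothelin-1, had log2 fold changes of -0.82 and -0.69 (adjusted p = 0.0148 and 0.00478), and ID4 and LGALS3 had 0.31 and 0.18 (adjusted p = 0.233 and 0.361). HTRA1 and HDGFRP3, not tested, had 12 and 1 reads in MDA-MB-468/R and 4 and 0 reads in MDA-MB-468/WT. Of other surface proteins named in the paper, the collagen receptor subunit ITGA2 fell from 54.9 ± 1.92 to 10.3 ± 2.79 RPM (log2 fold change -2.33, adjusted p = 4.21e-04), and ITGAV, EPCAM and CD63 had -0.31, -0.10 and -0.23 (adjusted p = 0.0810, 0.686 and 0.211). Without R replicate 2, the log2 fold changes of ID4, ITGAV, CD63 and EPCAM were 0.52, -0.34, -0.34 and 0.10. Without R replicate 1, those of ITGAV and EPCAM were -0.27 and -0.29. In these fits the lone MDA-MB-468/R library is assumed to vary like the MDA-MB-468/WT pair, which has the smaller spread. Calls gained there were therefore not taken as differences. The random sampling model, which takes no spread between replicates, passed ID4, ITGAV, CD63, EPCAM, EGFR and LGALS3. Of 5 genes named here with an adjusted p of at most 0.05, 5 no longer passed without WT replicate 1, 5 without WT replicate 2, 0 without R replicate 1 and 1 without R replicate 2, and their highest adjusted p with 1 library left out was 0.286.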

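Of 26 tested ABC transporters, 6 had lower RNA in MDA-MB-468/R and 20 did not pass (6 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.08 that ranged from -0.0975 to -0.0225 over the alternatives. The random sampling model had 6 higher and 8 lower. ABCB1, which encodes MDR1, had 2.28 ± 0.321 RPM (SD, n = 2) in MDA-MB-468/WT and 0.208 ± 0.106 RPM in MDA-MB-468/R, or 34 against 3 reads, a ratio of 0.0913 (95% counting interval 0.0179 to 0.290). Its log2 fold change was -1.44 (standard error 0.245, adjusted p = 0.00881 from limma). ABCC1, which encodes MRP1, had 16.6 ± 1.12 and 15.3 ± 4.80 RPM, a log2 fold change of -0.14 that did not pass (standard error 0.222, adjusted p = 0.718) and was -0.45 without R replicate 1 and 0.17 without R replicate 2. ABCG2, which encodes BCRP, was at 0 in each library. Of 14 multidrug exporters, 8 were tested, of which ABCB1 and ABCC4 were lower and 6 did not pass (2 lower and 1 higher when adjusted over the list alone). ABCC4, an exporter of nucleotides and drug conjugates, fell from 25.5 ± 1.04 to 16.2 ± 1.68 RPM (adjusted p = 0.0322, which was 0.0505 with the replicate block). ABCA2 had 21.6 ± 0.665 and 30.8 ± 3.26 RPM (adjusted p = 0.0650). The adjusted p of ABCA2 was 0.0458 with RLE scaling, 6.77e-06 with the random sampling model and, in a choice made after the data were seen, 0.0446 with TMM scaling. Without R replicate 2 its log2 fold change was 0.59. Other lower members included TAP1 and TAP2, which load peptides for antigen presentation, and ABCB10 in mitochondria, with -0.65. Neither list passed camera (adjusted p = 0.511 for the family and 0.743 for the exporters, and 0.587 and 0.792 with an estimated correlation). Both passed fry, a second list test (adjusted p = 0.0359 and 0.0372), and were among the 23 of 32 lists that did. The call of ABCB1 was lost without R replicate 2 (adjusted p = 0.0551), without WT replicate 1 (0.103) and without WT replicate 2 (0.127), and its log2 fold change ranged from -3.45 to -0.58 over the alternatives. The adjusted p rose above 0.05 for 5 of 5 passing genes named here without WT replicate 1 and for 5 without WT replicate 2, for 2 without R replicate 1 and 1 without R replicate 2, with a highest value of 0.428.

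**Figure D3:**
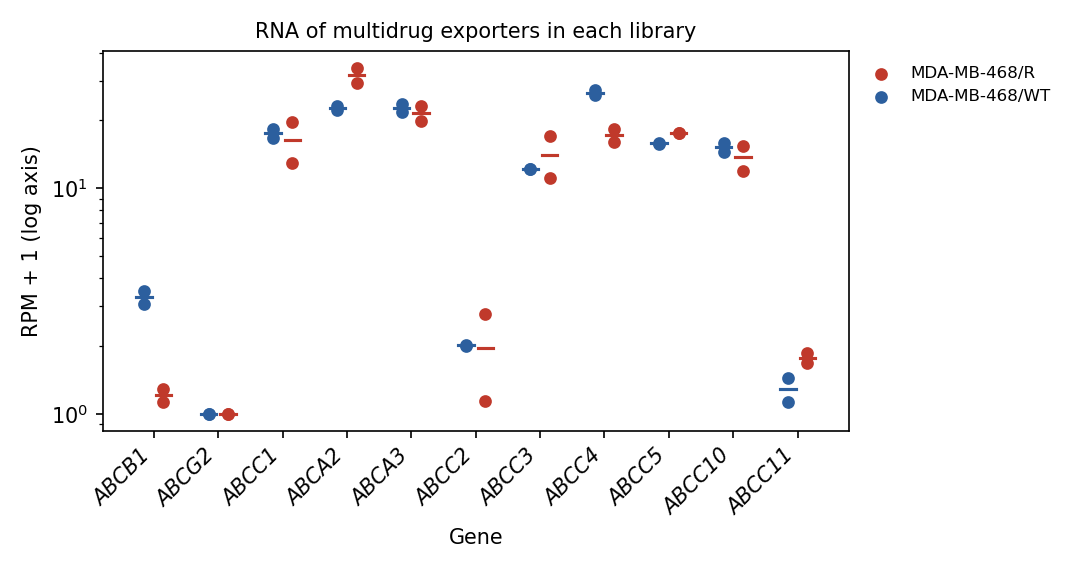
RPM plus 1 on a log axis for 11 multidrug exporters on the x axis in each library of MDA-MB-468/WT (blue) and MDA-MB-468/R (red). Points are single libraries, horizontal lines are the means of 2 libraries and a value of 1 is 0 reads, as for ABCG2, while ABCB1 lies between 2.28 RPM in MDA-MB-468/WT and 0.208 RPM in MDA-MB-468/R on average.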

Among the membrane proteins that play vital roles in multidrug resistance, we focused on drug efflux transporters, the most frequently discovered molecules in chemoresistance [15].

### Induction of drug efflux transporters by chemotherapy agent

Drug efflux transporters, also called ATP-binding cassette (ABC) transporter, are composed by 49 ABC genes arranged in eight human subfamilies [16]. Among those subfamilies, the three major types involved in cancer drug resistance are *ABCB1*, *ABCC1*, and *ABCG2*, which represent MDR1, MRP1, and BCRP proteins, respectively. Overexpression of these three ABC transporters can increase the efflux of drugs from cancer cells, thereby reducing the intracellular drug concentration [17]. We first investigated the expression levels of the three main drug efflux transporters in wild-type and resistant TNBC cells. Compared with those in the wild-type sublines, mean fluorescence intensity (MFI) values of MDR1, MRP1, and BCRP in the drug-resistant sublines were significantly higher (Fig. 4a, red vs. green column). Overall, stronger signals by drug efflux transporters were observed in the HCC1395, MDA-MB-231, and MDA-MB-468 drug-resistant sublines. Moreover, significant increases in drug efflux transporter expression were observed in the drug-resistant sublines after 48 h of AC or T treatment. Expression of these transporters was higher for HCC1395 and MDA-MB-231 cells and to a smaller extent for MDA-MB-468 cells in drug-resistant sublines. Long-term drug exposure in TNBC increased the immediate response capacity to drugs (Fig. 4a; green vs. orange or blue columns). These results indicate that transient and long-term exposure to chemotherapeutic agents induces the expression of cell surface drug transporters, which are primarily related to drug resistance.

**Fig. 4:**
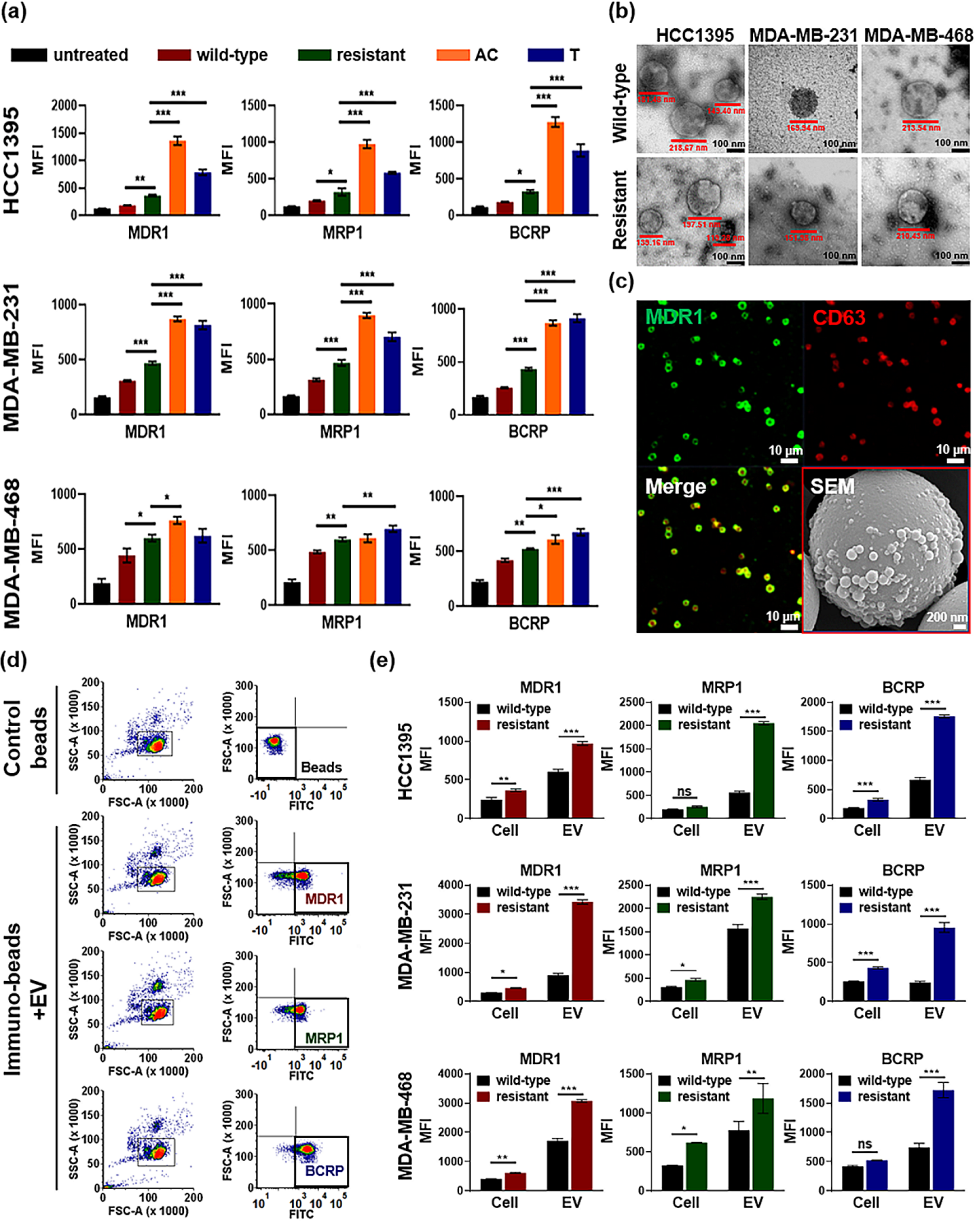
(**a**) Detection of drug-resistant proteins on the surface of HCC1395, MDA-MB-231, and MDA-MB-468 cells under different conditions. MFI for each target is shown on the y-axis: untreated control cells (black), wild-type cells (red), stable drug-resistant cells (green), drug-resistant cells after 48 h of AC treatment (orange), and drug-resistant cells after 48 h of T treatment (blue). Data are shown as mean ± SD of three independent experiments. Significant differences between groups were determined using one-way ANOVA (*p < 0.05; **p < 0.01; and ***p < 0.001). (**b**) TEM images of EVs extracted from each cell. Black scale bars represent 100 nm. (**c**) A representative confocal image of enriched EVs by immuno-beads with a red box highlighting a SEM image of EVs attached to immuno-beads. White scale bars represent 10 μm, except for the SEM image which represents 200 nm. (**d**) Flow cytometry gating strategies for drug-resistant EV markers (**d**) Comparison between wild-type and drug-resistant clones in cell lines and EVs. Significant differences between groups were determined using one-way ANOVA (ns, not significant; *p < 0.05; **p < 0.01; and ***p < 0.001)

### Detection of drug efflux transporters on EVs

Next, we hypothesized that EVs transfer their molecular cargo to adjacent cells which potentially influence the drug resistance profiles of tumor cells through the exchange of highly expressed drug efflux transporters. We designed an immunoaffinity-based breast cancer EV isolation method for cancer-derived EV surface profiling to evaluate whether experimentally accessible amounts of drug transporters could be detected in EVs. Before quantitative measurements, we verified that all EVs released from drug-resistant sublines had similar physicochemical characteristics. TEM and nanoparticle tracking analysis (NTA) confirmed the size, morphology, and concentration of EVs based on standard guidelines [18]. According to TEM observations, isolated EVs were approximately 100–200 nm in diameter and mostly spherical (Fig. 4b). When checking NTA results, the average particle sizes of EVs from drug-resistant sublines presented slightly larger particle sizes and higher EV concentrations than did EVs from wild-type cell lines (Additional File 1: Figure S4). Using confocal microscopy, we confirmed that a strong red fluorescent signal of the CD63 EV marker and a green fluorescent signal of the MDR1 drug transporter were detected on the EV attached to the microbeads, which indicates continuous activation at the surface of EVs (Fig. 4c). Scanning electron microscopy (SEM) was used to confirm the presence of tumor cell-derived EVs, along with their morphologies and sizes (Fig. 4c, red box).

Flow cytometric analyses identified three drug efflux transporters (MDR1, MRP1, and BCRP) in both the cell bodies and EVs released from parental cells. The fluorescence intensity of the control beads was used to set gating strategies for MDR1, MRP1, and BCRP. (Fig. 4d). Overall, the resistant clones were characterized by enhanced expression of drug efflux transporters. For MDR1, MRP1, and BCRP, the differences in MFI values between the wild-type and resistant clones significantly increased in EVs compared to the differences in the cell lines. The expression levels of drug efflux transporters in resistant EVs exhibited approximately 2.2 to 3.0-fold higher rates (Fig. 4e). These results suggest that the developed breast cancer-derived EV isolation method allows detection of membrane protein markers on the surface of EVs. Furthermore, EVs reflect the characteristics of the cells they are derived from and may be strongly relevant to inducing drug resistance after chemotherapy.

### Correlation analysis between drug-resistant EV markers with tumor response in TNBC patients treated with NAC

In this study, we evaluated the clinical utility of EVs as biomarkers for predicting pathological complete response (pCR) after NAC using drug-resistant EV marker selection and in vitro analyses. Among the 36 subjects who participated, pCR was defined as the absence of residual invasive cancer in the breast and lymph nodes 3–6 months after NAC, as assessed by pathological examination of tumor tissues post-surgery. The participants were divided into the pCR and non-pCR groups. Furthermore, breast cancer subtypes were determined via immunohistochemistry (IHC) of tumor biopsies following the guidelines established by Severance Hospital, which are based on the NCCN guidelines. Luminal A was defined as HR-positive, HER2-negative, with low Ki-67 levels (< 15%), whereas Luminal B was HR-positive, but with HER2-positive or higher Ki-67 levels (≥ 15%). The HER2 subtype was identified as HR-negative but HER2-positive, whereas the TNBC subtype was characterized as negative for both HR and HER2.

We examined the expression levels of MDR1, MRP1, and BCRP on the surface of EVs from the plasma of 20 patients with TNBC who underwent NAC. Among the 20 patients, 10 showed residual tumors on surgical specimens and 10 achieved pCR after NAC. The expression of drug resistance markers in EVs in both groups was quantified objectively using the MFI values obtained by flow cytometry (Fig. 5a). The arbitrary cut-off values for the MFI of MDR1, MRP1, and BCRP were 506.8, 634.9, and 1175.8, respectively. At least one drug-resistant EV marker was highly expressed in all patients except two in the no pCR group, whereas most patients in the pCR group exhibited low expression levels of all drug-resistant EV markers (Additional File 1: Table S3). Notably, patients presenting with recurrence during follow-up or death showed elevated expression levels of all drug-resistant EV markers, implying a clinical correlation between drug-resistant EV markers and patient prognosis, as well as therapeutic response. The MFI values and distributions of all the EV markers differed significantly between the pCR and the no pCR groups (Fig. 5b). To assess the clinical utility of possible combinations of drug-resistant EV markers, we performed a ROC curve analysis on the same patient group and set the AUC cut-off for a good diagnostic value at > 0.8. The AUC values for MDR1, MRP1, and BCRP were 0.82 (*p* = 0.002), 0.91 (*p* < 0.001), and 0.93 (*p* < 0.001), respectively (Fig. 5c).

**Fig. 5:**
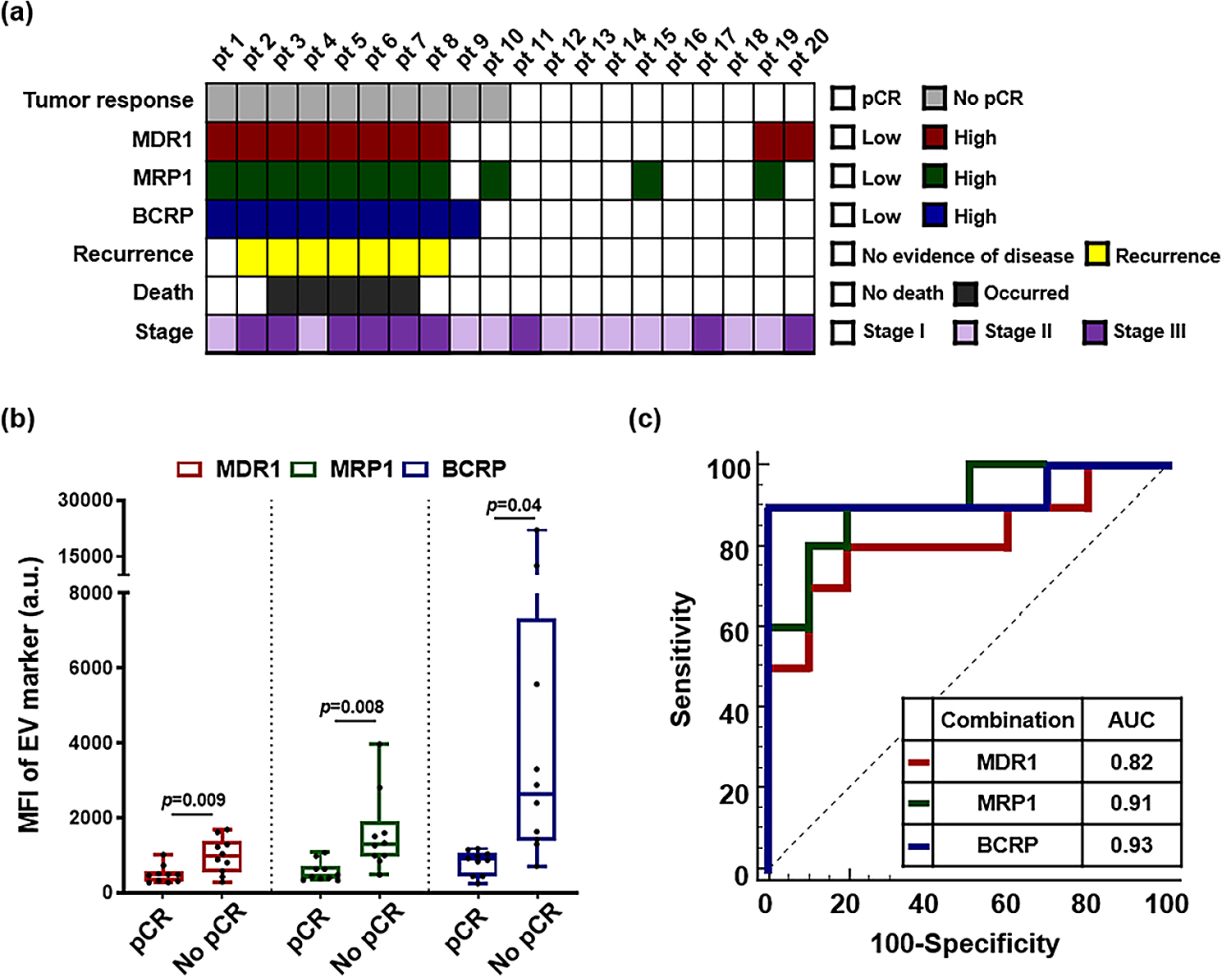
(**a**) Distribution of clinical variables and drug-resistant EV markers in patients with TNBC who underwent NAC. (**b**) Comparison of the MFI values for drug-resistant EV markers between patients with TNBC who responded to NAC and patients with TNBC who were resistant to NAC. Data are expressed as MFI in arbitrary units (a.u.) and represents the mean ± SEM of 20 individuals in each group. Statistical analysis was performed using the Welch’s t-test. (**c**) ROC curves for the three drug-resistant EV markers

### Diagnostic potential of drug-resistant EV markers in all subtypes of patients with breast cancer treated with NAC

To better discriminate the therapeutic response and achieve the desired sensitivity and/or specificity of the markers, each biomarker was combined (Additional File 1: Figure S5). Using logistic regression, we identified the best combination of predictive biomarkers for drug response [19]. The patients with residual tumors after NAC had higher combi-3 expression, which was the optimal EV marker combination (*p* < 0.001; Fig. 6a, upper). Moreover, there were distinct differences in patients with breast cancer regardless of the subtype (*n* = 36), suggesting that the application of drug-resistant EV markers is not confined to TNBC but could be applied to all subtypes (Fig. 6a, lower). Next, we evaluated the performance of potential marker combinations in predicting drug responses based on the index using an optimal cut-off value of 0.631. The AUC values for MDR1, MRP1, and BCRP, when applied to all subtypes, were 0.78 (*p* = 0.002), 0.74 (*p* = 0.004), and 0.90 (*p* < 0.001), respectively. The AUC value of combi-3 was 0.92 (95% confidence interval, 0.830–1.000), with an 81.82% sensitivity and a 92.86% specificity (Fig. 6b). Therefore, we propose a more powerful model that combines EV markers to achieve the best diagnostic and prognostic accuracy for predicting treatment response in patients with breast cancer.

**Fig. 6:**
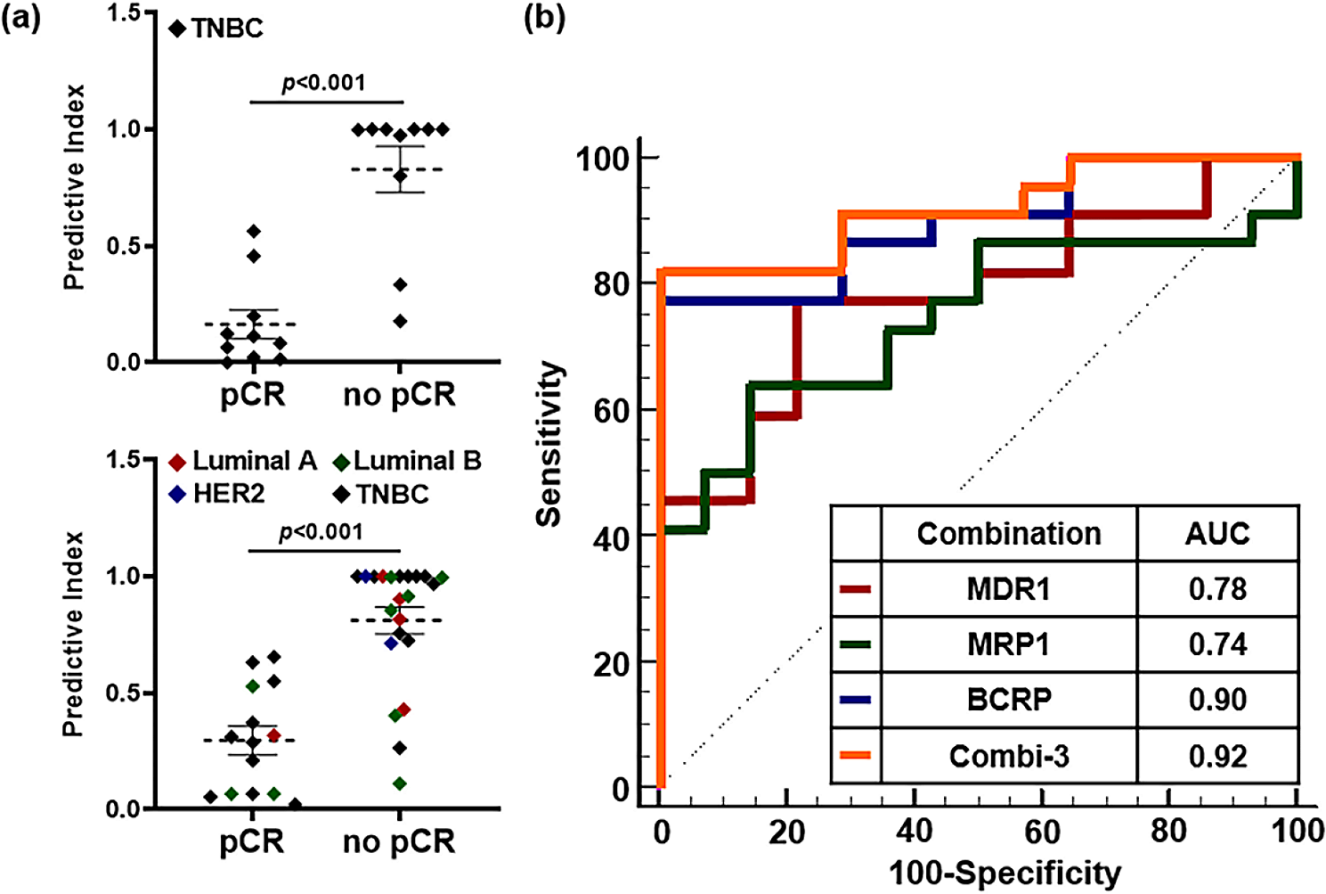
(**a**) Comparison of the combi-3 for drug-resistant EV markers between patients with breast cancer who responded to NAC and patients with breast cancer who were resistant to NAC. The top graph represents patients with TNBC (*n* = 20) and the lower graph represents patients with all subtypes (*n* = 36). Statistical analysis was performed using the Welch’s t-test. (**b**) ROC curves for the three drug-resistant EV markers and the combination marker

## Discussion

Within the past few decades, the standard method of evaluating the effectiveness of NAC has been to identify any residual tumor in surgical specimens; however, this is not possible before surgery. Approximately 10% of breast tumors do not respond to NAC, and resistant breast tumors, particularly TNBC, lead to disease progression and poor prognosis. Accordingly, to reduce disease progression, it is necessary to predict which patients will not respond to standard treatments [20]. Circulating EVs in the blood and intracellular communication vesicles with a lipid bilayer ranging in size from 50 to 300 nm are essential for tumorigenesis, development, progression, and metastasis [21]. Multiple technologies have been developed for tumor-derived EV detection and analysis (e.g., immunoaffinity-based capture) and have greatly advanced our understanding of tumor characteristics through liquid biopsy, despite the absence of tumor tissues. EVs can shuttle bioactive molecules such as proteins and a wide variety of genetic materials from one cell to another, leading to molecular transformations in recipient cells [22–25]. There may be an interplay or synergy between tumor cells in the acquisition of drug resistance via EV exchange. Therefore, we suggest a method that focuses on the role of EVs in multidrug resistance for early therapeutic response prediction and therapy monitoring.

Our study revealed the dynamics of the epigenetic changes that lead to drug resistance after chemotherapy in a cell line model. 

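In MDA-MB-468, 14 of 23 cancer stem cell markers had enough reads to be tested. ALDH1A1 and PROM1 were higher, CD44 was lower and 11 did not pass (the same when adjusted over the list alone), with a median log2 fold change of -0.21 that ranged from -0.2875 without R replicate 1 to -0.13 without R replicate 2. The random sampling model had 3 higher and 7 lower. PROM1, which encodes the surface marker CD133, rose from 94.3 ± 1.40 RPM (SD, n = 2) in MDA-MB-468/WT to 147 ± 16.0 RPM in MDA-MB-468/R (log2 fold change 0.64, standard error 0.116, adjusted p = 0.0115 from limma). CD44, the hyaluronan receptor, fell from 25.1 ± 1.15 to 16.6 ± 1.04 RPM (log2 fold change -0.57, standard error 0.148, adjusted p = 0.0411, which was 0.0578 with no filter and 0.0612 with the replicate block). The list did not pass camera (adjusted p = 0.743, and 0.870 with an estimated correlation). With WT replicate 1 left out 3 of the 3 passing genes named here lost their adjusted p, with WT replicate 2 left out 3, and 1 without R replicate 1 and 1 without R replicate 2 (adjusted p of up to 0.446).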

Various molecular mechanisms are involved in chemoresistance; among these, we found significant changes in cancer stemness in drug-resistant TNBC models. For example, dysregulated TGF-β and Wnt signaling pathways may affect the overall progression to malignancy (Additional File 1: Figure S6). They are also known to play a positive role in promoting drug-resistant properties in the cancer stem cell (CSC) population [26, 27]. Furthermore, the cytotoxicity-induced morphological changes can be related to drug resistance. Cytoskeletal reconstruction induces biological changes in cancer cells with drug resistance [28]. After long-term treatment with chemotherapeutic drugs, actin stress fibers change, with a distinct feature showing the migratory dynamics of cell spreading [29]. All these phenotypic features can be predominantly attributed to their tumorigenic potential and multidrug resistance. Moreover, we focused mainly on the overexpression of ABC transporters, which results in drug resistance, a characteristic feature of CSC. Accumulating evidence from numerous studies, including ours, indicates that high expression of transmembrane proteins of this superfamily, such as MDR1, MRP1, and BCRP, is found in breast cancer, particularly in breast CSCs [30].

Despite the clear relevance of ABC transporters, which play a critical role in the development of multidrug resistance, clinical approaches for assessing these proteins in the development of drug resistance have not been successful and are yet to be elucidated [31, 32]. However, with the availability of the latest technology for EV analysis, we recommend re-evaluating the role of ABC transporters within EVs, not focusing on those in tumor tissues. Two notable singularities of our study are worth discussing. First, we found that a certain percentage of cells were stably resistant to NAC when a chemotherapeutic drug was administered continuously (Fig. 4a). A superficial explanation for this is that drug resistance may be induced by more than simple genetic alterations; dysregulation of major epigenetic factors in breast cancer may play a more important role. This hypothesis is consistent with several reports on the epigenetic control of CSCs and their influence on tumorigenesis, development, and responsiveness to therapy [33, 34]. Second, by using the enrichment of tumor-derived EVs, a higher expression of drug efflux transporters was observed in drug-resistant EVs than in wild-type EVs (Fig. 4e) [35–37]. This has been suggested earlier and may have clinical significance, as it indicates that resistant clones may induce bursts of ABC transport in EVs to enhance drug resistance.

Although a few studies have utilized miRNAs, EV concentrations, and cancer antigens to monitor and predict response to treatments [38–40], our study is a novel attempt to use tumor-derived EVs to assess ABC transporters isolated from the plasma of patients with breast cancer who are treated with NAC. In a retrospective study using plasma from 36 patients, considerable differences in the expression of MDR1, MRP1, and BCRP were detected between patients with pCR and those with residual tumors. The combination of these three parameters offered acceptable sensitivity, specificity, and accuracy in predicting the effectiveness of NAC through cumulative ROC analysis. Apart from the lack of understanding regarding the role of EVs in cancer stem cells and drug resistance, we suggest that this method is a better strategy for repeatedly screening molecular information to predict therapeutic responses. However, three minor limitations of this study merit further discussion. First, we performed NGS analysis for established drug-resistant cell models compared to the wild-type to identify drug resistance genes and validated their expression in EVs isolated from breast cancer patients undergoing NAC. This was due to our concerns regarding the challenges of accurately separating tumor-derived EVs and ensuring sufficient nucleic acid material for reliable NGS analysis. Further research is required to precisely separate tumor-derived EVs and analyze their contents. Second, there was a shortage of sufficient sample sizes to conduct significant cohort studies with high statistical validity. Another issue is the lack of longitudinal studies analyzing changes in EV markers over time in patients. Future studies will advance to larger patient groups and address how EVs crosstalk with other tumor cells of different phenotypes to obtain drug-resistant characteristics, in addition to MDR1, MRP1, and BCRP.

## Conclusions

We established drug-resistant TNBC cell lines and investigated the genes involved in drug transport, such as MDR1, MRP1, and BCRP, which were highly expressed in resistant cell lines compared to that in their wild-type counterparts. The expression of MDR1, MRP1, and BCRP in breast cancer-derived EVs increased after in vitro chemotherapeutic treatment, particularly in drug-resistant cell lines. To investigate the clinical significance of drug-resistant EV markers in patients with TNBC receiving NAC, patients with residual tumors were found to have higher expression levels of MDR1, MRP1, and BCRP in EVs than in patients with a pathological complete response. Integrated analysis of MDR1, MRP1, and BCRP expression showed significant differences according to tumor response, not only in TNBC but also in other subtypes. In conclusion, our findings demonstrate that this EV marker combination could be a useful predictor for discriminating breast cancer patients with residual disease from those with no residual disease after NAC, especially in TNBC.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The RNA-seq data generated here is available in the Gene Expression Omnibus database under the accession code GSE230273. All processed data generated in this study are included in the Supplementary Information.

## Abbreviations

AC: Anthracycline + Cyclophosphamide
ACT: Anthracycline + Cyclophosphamide + Taxane
ATCC: The American Type Culture Collection
AUC: Area Under The Curve
ABC: ATP-binding Cassette
BCRP: Breast Cancer Resistance Protein
CSC: Cancer Stem Cell
Combi-3: Combinatorial Predictive Score Composed of MDR1,MRP1,and BCRP
DEGs: Differentially Expressed Genes
EVs: Extracellular Vesicles
FBS: Fetal Bovine Serum
FC: Fold Change
GOBP: Gene Ontology Enrichment Analysis for Biological Processes
GeneRIF: Gene Reference into Function
IC50: Half-maximal Inhibitory Concentration
IHC: Immunohistochemistry
MFI: Mean Fluorescence Intensity
MRP1: MDR-associated Protein 1
MDR1: Multidrug Resistance Protein 1
NTA: Nanoparticle Tracking Analysis
NAC: Neoadjuvant Chemotherapy
pCR: Pathological Complete Response
ROC: Receiver Operating Characteristic
SEM: Scanning Electron Microscopy
T: Taxotere
TCH: Paclitaxel + Carboplatin + Trastuzumab
TEM: Transmission Electron Microscope
TNBC: Triple-negative Breast Cancer

# Supplementary material for: Drug-resistant profiles of extracellular vesicles predict therapeutic response in TNBC patients receiving neoadjuvant chemotherapy
**Source:** BMC Cancer. 2024 Feb 7;24:185. doi: 10.1186/s12885-024-11822-9
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary Material**

**Supplementary figures**

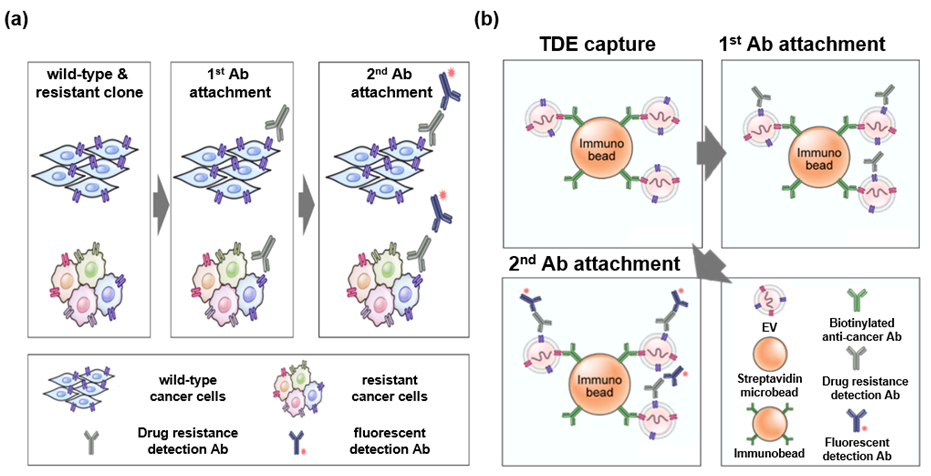

**Figure S1.** Detailed schematic of flow cytometry analysis. (a) Schematic of flow cytometry to measure the expression of three ABC efflux transporters (MDR1, MRP1, and BCRP) on the surface of cell lines. (b) Schematic of flow cytometry to measure the expression of three drug efflux transporters (MDR1, MRP1, and BCRP) on EVs using the immuno-affinity EV isolation method.

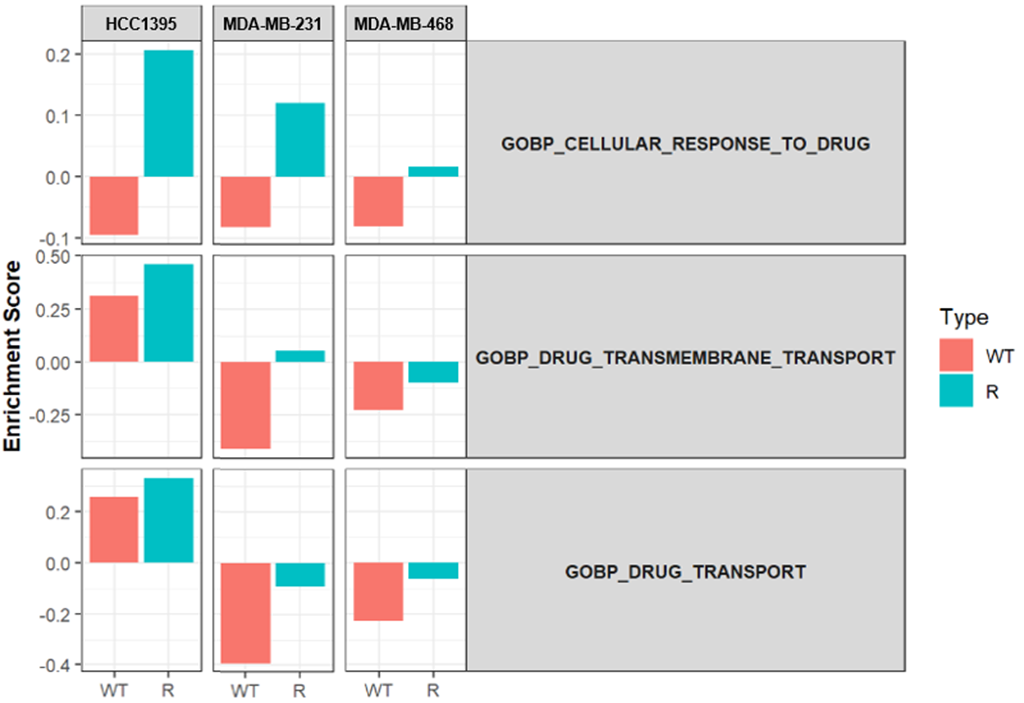

**Figure S2.** Bar plots of gene set variation analyses (GSVA) using three drug resistance-related Gene Ontology Biological Process (GOBP) terms including “cellular response to drug”, “drug transmembrane transport”, and “drug transport”.

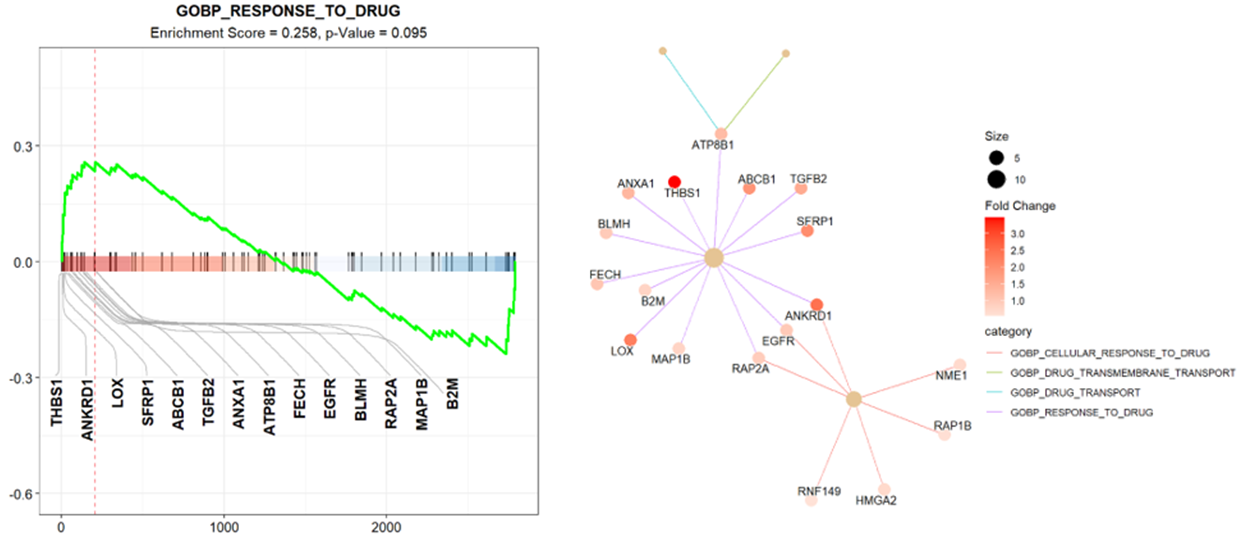

**Figure S3.** Gene set enrichment analysis (GSEA) enrichment score curves of response to drug and gene network analysis in the HCC1395/R cell line.

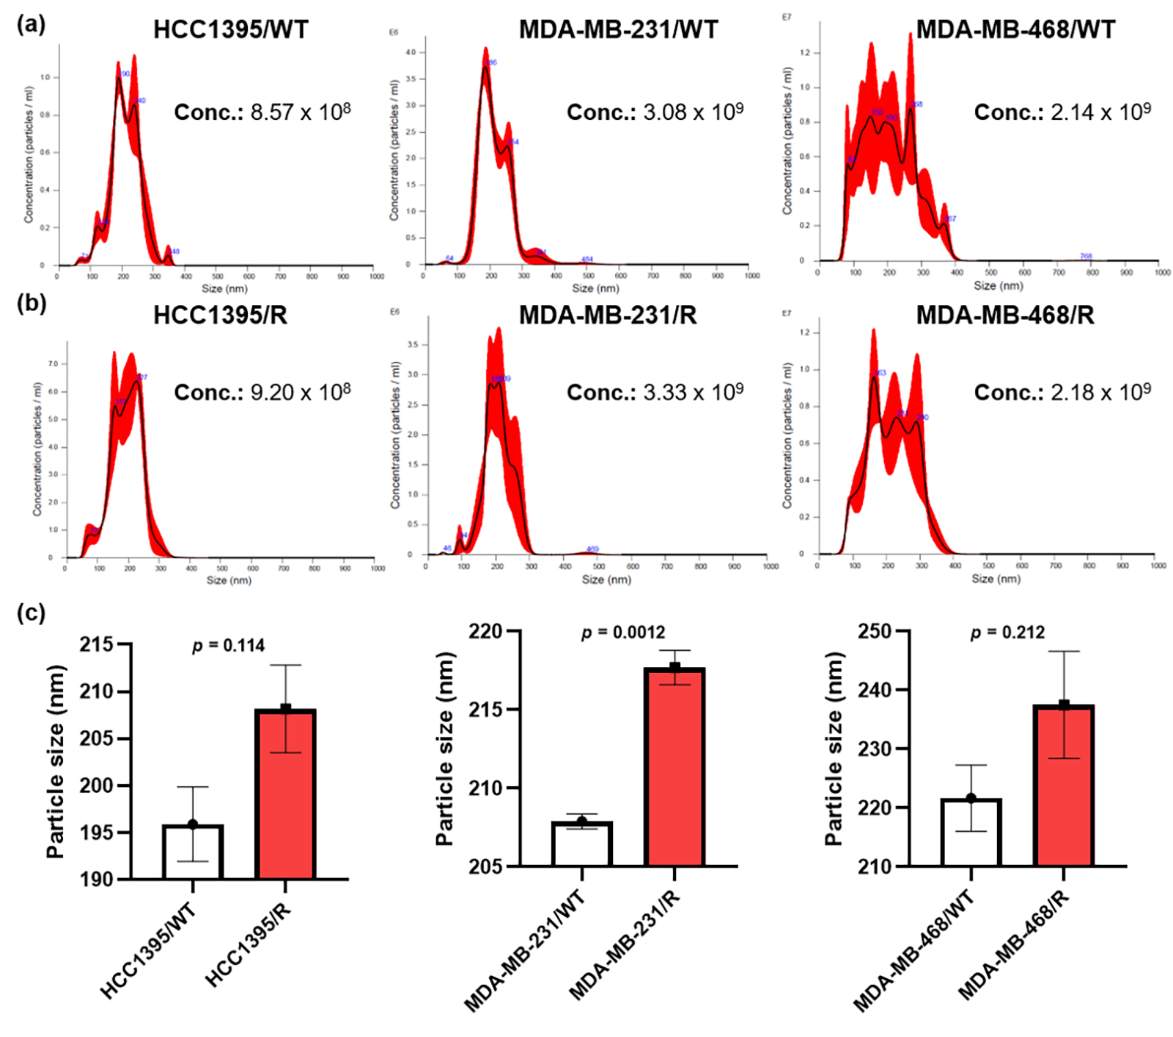

**Figure S4.** Nanoparticle tracking analysis (NTA) was performed on EVs released from both (a) wild-type (WT) cell lines and (b) drug-resistant (R) cell lines. All collected data were processed uniformly using identical parameters and representative images of size distributions were selected. Each sample underwent triplicate measurements across three separate experiments. (c) The average particle size for each group was compared and statistically analyzed utilizing the unpaired t-test (n=3).

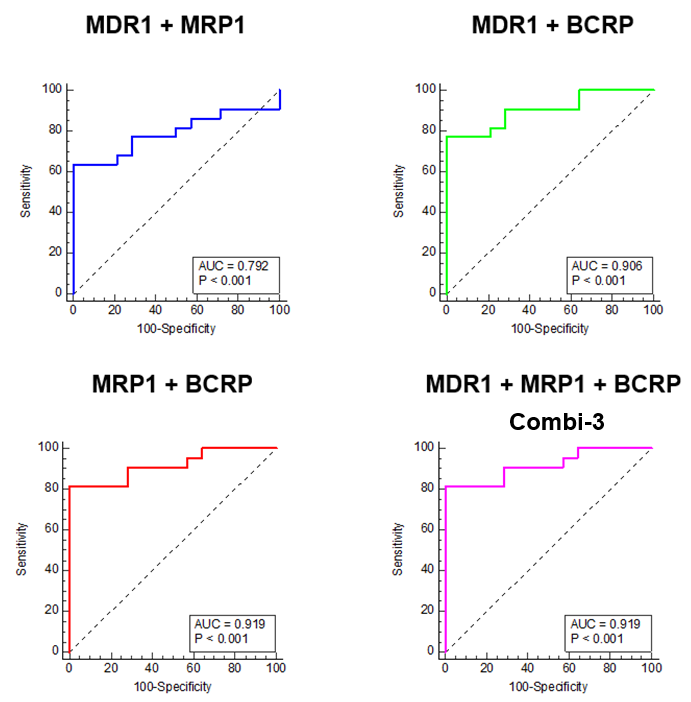

**Figure S5.** ROC curves for each drug-resistant EV marker or combination of three markers. The AUC represents drug resistance predictive performance.

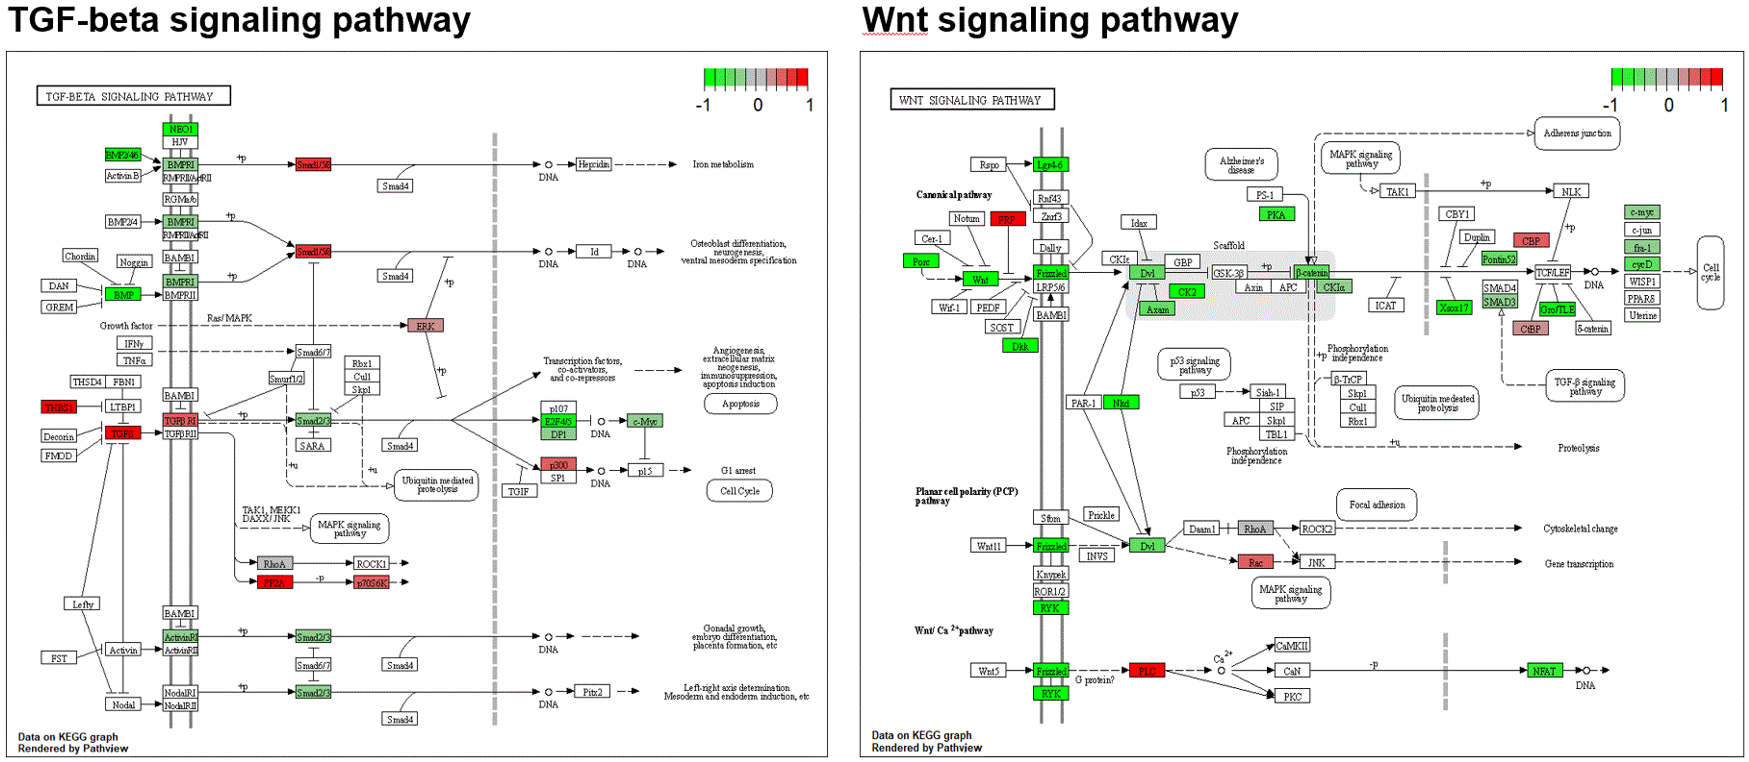

**Figure S6.** KEGG graphs of a metabolic pathway in the HCC1395/R cell line compared to those in the HCC1395/WT cell line.

**Supplementary tables**

**Table S1.** Antibody information

| **Target** | **Vendor** | **Catalog No.** | **Host species** |
| --- | --- | --- | --- |
| **Target antibody** | | | |
| Biotinylated integrin alpha 2 | R&D systems | BAM1233 | Mouse |
| Biotinylated integrin alpha V | STEMCELL | 60043BT | Mouse |
| Biotinylated EpCAM | Abcam | Ab79079 | Mouse |
| MDR1 (ABCB1) | Abcam | E1Y7S | Rabbit |
| MRP1 (ABCC1) | Abcam | D5C1X | Rabbit |
| BCRP (ABCG2) | Abcam | D5V2K | Rabbit |
| **Detection antibody** | | | |
| CD63-PE-Cy7 | BD Biosciences | 561982 | Mouse |
| FITC-conjugated anti-Rabbit IgG | Bethyl | A120-101F | Goat |

**Table S2.** Clinical information of study participants

| **Clinical variable** | **No pCR** | | **pCR** | | **Total** | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | **n** | **%** | **n** | **%** | **N** | | **%** |
| **All** | 22 | 61.1% | 14 | 38.9% | 36 | 100% | |
| **age (years)** |  |  |  |  |  |  | |
| ≤50 | 11 | 50.0% | 8 | 57.1% | 19 | 52.7% | |
| >50 | 11 | 50.0% | 6 | 42.9% | 17 | 47.3% | |
| **Clinical Stage** |  |  |  |  |  |  | |
| I | 2 | 9.1% | 1 | 7.1% | 3 | 8.3% | |
| II | 11 | 50.0% | 10 | 71.5% | 21 | 58.4% | |
| III | 9 | 40.9% | 3 | 21.4% | 12 | 33.3% | |
| **Subtype** |  |  |  |  |  |  | |
| Luminal A | 4 | 18.2% | 1 | 7.1% | 5 | 13.8% | |
| Luminal B | 6 | 27.3% | 3 | 21.5% | 9 | 25.0% | |
| HER2 | 2 | 9.1% | 0 | 0% | 2 | 5.6% | |
| TNBC | 10 | 45.4% | 10 | 72.4% | 20 | 55.6% | |
| **Distant recurrence** |  |  |  |  |  |  | |
| No | 15 | 68.2% | 14 | 100% | 29 | 80.6% | |
| Yes | 7 | 31.8% | 0 | 0% | 7 | 19.4% | |
| **Death** |  |  |  |  |  |  | |
| No | 17 | 77.3% | 14 | 100% | 31 | 86.1% | |
| Yes | 5 | 22.7% | 0 | 0% | 5 | 13.9% | |

**Table S3.** Mean fluorescence intensity of drug-resistant EVs from patients with breast cancer

|  | Class | | MFI | | | | Score | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Subtype | **Pt** | **0 : pCR / 1 : no pCR** | | **MDR1** | **MRP1** | **BCRP** | | **Combi-3** | |
| TNBC | 1 | 1 | | 886.52 | 994.56 | 22052.37 | | 1.00 | |
| TNBC | 2 | 1 | | 1286.12 | 1257.26 | 12557.8 | | 1.00 | |
| TNBC | 3 | 1 | | 1612.83 | 853.96 | 1426.72 | | 0.76 | |
| TNBC | 4 | 1 | | 1689.3 | 1328.25 | 3302.42 | | 1.00 | |
| TNBC | 5 | 1 | | 1042.07 | 2812.51 | 2877.45 | | 1.00 | |
| TNBC | 6 | 1 | | 804.5 | 1593.86 | 1636.01 | | 0.97 | |
| TNBC | 7 | 1 | | 582.43 | 1506.35 | 2398.14 | | 1.00 | |
| TNBC | 8 | 1 | | 1221.86 | 3972.91 | 1299.35 | | 0.72 | |
| TNBC | 9 | 1 | | 285.89 | 476.9 | 5569.45 | | 1.00 | |
| TNBC | 10 | 1 | | 422.65 | 984.91 | 706.71 | | 0.26 | |
| TNBC | 11 | 0 | | 1021.2 | 634.92 | 244.94 | | 0.02 | |
| TNBC | 12 | 0 | | 482.48 | 376.66 | 1175.86 | | 0.55 | |
| TNBC | 13 | 0 | | 461.42 | 630.43 | 435.31 | | 0.07 | |
| TNBC | 14 | 0 | | 322.61 | 391.35 | 977.43 | | 0.37 | |
| TNBC | 15 | 0 | | 484.51 | 330.76 | 830.32 | | 0.21 | |
| TNBC | 16 | 0 | | 307.49 | 1074.53 | 1033.02 | | 0.63 | |
| TNBC | 17 | 0 | | 506.87 | 479.19 | 917.21 | | 0.31 | |
| TNBC | 18 | 0 | | 269.13 | 427.67 | 869.57 | | 0.29 | |
| TNBC | 19 | 0 | | 272.87 | 337.98 | 435.06 | | 0.05 | |
| TNBC | 20 | 0 | | 732.62 | 979.64 | 1146.55 | | 0.65 | |
| Luminal A | 21 | 1 | | 645.33 | 1694.15 | 1304.28 | | 0.90 | |
| Luminal A | 22 | 1 | | 230.88 | 426.24 | 1010.84 | | 0.43 | |
| Luminal A | 23 | 1 | | 622.34 | 183.52 | 1555.48 | | 0.82 | |
| Luminal A | 24 | 1 | | 1729.75 | 832.5 | 3745.14 | | 1.00 | |
| Luminal B | 25 | 1 | | 277.5 | 209.42 | 656.38 | | 0.11 | |
| Luminal B | 26 | 1 | | 537.98 | 688.2 | 2352.09 | | 1.00 | |
| Luminal B | 27 | 1 | | 1123.94 | 2874.39 | 938.04 | | 0.85 | |
| Luminal B | 28 | 1 | | 3598.99 | 564.62 | 2849.74 | | 1.00 | |
| Luminal B | 29 | 1 | | 835.09 | 412.92 | 1729.38 | | 0.91 | |
| Luminal B | 30 | 1 | | 199.06 | 304.14 | 1014.54 | | 0.40 | |
| HER2 | 31 | 1 | | 1157.36 | 561.66 | 1390.09 | | 0.71 | |
| HER2 | 32 | 1 | | 1242.46 | 1158.1 | 14872.89 | | 1.00 | |
| Luminal A | 33 | 0 | | 265 | 292.2 | 940.17 | | 0.32 | |
| Luminal B | 34 | 0 | | 198.69 | 404.04 | 459.54 | | 0.07 | |
| Luminal B | 35 | 0 | | 198.69 | 404.04 | 459.54 | | 0.07 | |
| Luminal B | 36 | 0 | | 925 | 585.34 | 1162.91 | | 0.53 | |

How the deposited data were processed for this re-analysis (not part of the article)

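RNA abundance was compared between MDA-MB-468/R and MDA-MB-468/WT, with 2 libraries in each group, made from total RNA with the Ion AmpliSeq Transcriptome kit, which yields a single short amplicon per gene. The paper's methods name the Torrent Mapping Alignment Program, run against the transcripts targeted by the kit, and DEGSeq 1.48.0 for the DEGs. The submitters' processing notes name Bowtie2, bedtools and edgeR, without versions, and name no genome build, and the reads were not processed again here. The authors deposited log2 values for each target, rounded to 2 decimals. Taking 2 to the power of each value and subtracting 1 gave totals of 999854 to 1000060 per library, so the values are log2 of reads per 1000000 reads (RPM) plus 1, scaled to the total reads on the targeted genes, with no other scaling found. The size of 1 read in RPM was taken from the lowest values of each library, and all values of up to 20 reads were then whole numbers of reads within 0.1. This gave 7002971 and 7325110 reads for MDA-MB-468/R and 6836437 and 7983506 reads for MDA-MB-468/WT, and the 20 most abundant genes took 9.86% to 10.7% of the reads. Because an amplicon assay counts a fixed piece of each gene, no correction for gene length was needed, and genes without an amplicon in the kit cannot be seen.

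Before the data were examined, the design had been set for a table of counts and not for log2 values, with edgeR as the test. edgeR and DESeq2 were not used, and the deposited log2 values themselves were tested with limma 3.58.1 in R 4.3.3 (linear model by group, empirical Bayes with a mean trend), with no further scaling, on the 12118 genes that had at least 10 reads in at least 2 libraries. The residual degrees of freedom were 2 and the prior degrees of freedom 5.40. DEGs were called at an adjusted p of at most 0.05 and a fold change of at least 2.5, as in the paper's results. The paper names no adjustment method, and Benjamini-Hochberg was used here. Its methods state an unadjusted p, which was an alternative. On simulated data with the depth and replicate spread of these libraries, limma called 80.6% of 98 genes changed 3-fold and 98.0% of 98 genes changed 6-fold, and none of 11851 unchanged genes, of which 2 passed the adjusted p. There limma-voom also called none, with 2 past the adjusted p, and the random sampling model called 5 with 2556 past the adjusted p. For a gene with 0 reads in both libraries of a group, the fold is given as a bound against a floor of 3 reads per library, and with 1 to 3 reads as a ratio with its exact 95% counting interval.

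Gene lists were written before the data were examined, for drug handling (ABC transporters, multidrug exporters, solute carriers of drugs, drug metabolism enzymes, NRF2 targets), drug targets and damage (tubulins and microtubule regulators, cell cycle, DNA repair, p53 targets, apoptosis regulators), cell state (basal epithelial, luminal and apocrine, mesenchymal, epithelial junction, actin cytoskeleton and cancer stem cell genes), signalling (TGF-beta, Wnt, interferon-stimulated, antigen presentation, inflammatory NF-kB, EGFR and MAPK, unfolded protein response), metabolism and organelles (cholesterol synthesis, fatty acid synthesis, hypoxia and glycolysis, complement, lysosome and autophagy, vesicle biogenesis, chromatin regulators, mitochondrial respiratory chain), and other cells (markers of MDA-MB-231-type lines, fibroblasts, endothelium, leukocytes and red cells). The values in Fig. 3b and Fig. 3c, which come from the same samples, had been seen. Several list members are shown there, among them MUCL1, SCGB2A2, CLCA2, AGR2, ALDH1A1, ALDH2, AKR1C1, C4A and C4B. The tests of the lists that hold these genes are therefore not independent of the figures. Each list is described by its members with an adjusted p of at most 0.05, over all tested genes and over the list alone. The 32 lists with at least 5 tested members were tested with limma's camera with a preset correlation of 0.01, adjusted over these lists. Camera with an estimated correlation and fry were run beside it. With an estimated correlation camera rests on the 2 residual degrees of freedom, so it has little power here. These tests were run on the deposited log2 values. Camera with the preset correlation was also run on limma-voom values as an alternative. The named genes were the 12 DEGs with the largest change in each direction whose libraries did not overlap between groups and whose mean in the higher group was at least 5 RPM, the genes named in the paper's text for RNA or surface markers and those of Fig. 3b (MDA-MB-468) and Fig. 3c, whose values in the figures had been seen, up to 4 members per list with the largest change, and a few genes needed to describe a list. CAV2 and MSN, the most abundant markers of the MDA-MB-231-type list, and 7 further upregulated DEGs of the lists (SPDEF, AKR1C2, SCD, GSTM3, ALDH3B2, CLU and AZGP1) were named or kept after their values were seen.

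The alternatives were RLE scaling, no filter on low values, at least 1 RPM in 2 libraries, limma-voom on the recovered reads, a re-implementation of DEGSeq's random sampling (MARS) model on reads summed per group, an unadjusted p, a fold change of at least 2, no fold threshold, the replicate number as a block, and leaving out each library in turn. TMM scaling and pseudocounts of 0.25 and 4 RPM in place of 1 RPM were added after the data were seen. Chromosomes and neighbouring genes were taken from the RefSeq gene table of GRCh38.p14 for 97.7% of the tested genes, and GC content and transcript length from GENCODE v29 for 97.4%, and no coordinates are given because no genome build is named for the values. Older symbols of 3 list members were matched. The names of 28 targets had turned into dates, of which 18 were tested and none was called at an adjusted p of at most 0.05 and a fold change of at least 2.5, and they are not named. The Gene Ontology sets of the paper, the HCC1395 and MDA-MB-231 lines, the flow cytometry and the clinical samples were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.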

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

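The tests of the patterns below were set after the patterns were seen and before the tests were run, except that the tests of MDA-MB-231-type markers and of chromosome 21 were chosen only after their results were seen. Among the upregulated DEGs, 7 members of the lists fixed before the data were examined are named neither in the paper's text nor in Fig. 3, and are given here because they lie outside the genes it discusses. SPDEF, a transcription factor of secretory epithelium, rose by a log2 fold change of 1.495 (standard error 0.103, adjusted p = 2.13e-04 from limma), from 79.5 ± 3.94 RPM (SD, n = 2) in MDA-MB-468/WT to 226 ± 3.33 RPM in MDA-MB-468/R. AZGP1, a secreted protein gene of the apocrine list, rose by 1.34, from 281 ± 11.1 to 716 ± 91.1 RPM. Of drug metabolism enzymes, the aldo-keto reductase gene AKR1C2 rose by 1.48, the glutathione transferase gene GSTM3 by 1.45 and the aldehyde dehydrogenase gene ALDH3B2 by 1.36. The desaturase gene SCD rose by 1.47 and the extracellular chaperone gene CLU, a complement regulator, by 1.34. The adjusted p of these 7 genes was at most 0.00169. Of 7 genes named here with an adjusted p of at most 0.05, 7 no longer passed without WT replicate 1, 7 without WT replicate 2, and their highest adjusted p with 1 library left out was 0.118.

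Genes of chromosomes X and 21 were lower in MDA-MB-468/R, a stretch of chromosome 8 from ST3GAL1 to C8orf33 was higher, and runs of genes on other chromosomes were lower. The median log2 fold change of 380 tested chromosome X genes was -0.45, with 139 lower and 8 higher at an adjusted p of at most 0.05 from limma, and that of 75 genes of the chromosome 8 stretch was 0.78 (0.72 with a trend on GC content and transcript length removed, 0.85 in genes of at least 50 RPM), with 44 higher. A trend on GC content or transcript length, low read numbers and 1 divergent library each left the chromosome X shift in place, with medians of -0.45 with the trend removed, -0.33 in genes of at least 50 RPM, and -0.45 and -0.44 in the MDA-MB-468/R libraries taken singly. Chromosome 21 had a median of -0.37 over 111 tested genes, of which 82.9% lay below the genome median, with 35 lower and 3 higher, and medians of -0.38 with the trend removed, -0.365 in genes of at least 50 RPM, and -0.355 and -0.39 in the single libraries. Neighbouring genes moved together, since no run of 15 neighbours in 100 random gene orders was as low as the lowest, which lay on X (-0.94, against -0.79), or as high as the highest (0.92, against 0.48). Other stretches moved too. Runs of 15 or more neighbours with medians of at most -0.5 per 15 genes, some overlapping, numbered 10 on X and 28 on 9 other chromosomes, among them 10 on chromosome 1 (medians over each run from -0.625 to -0.395, with LAMB3 and ABCB10 inside), 5 on 19 with TNNT1, 4 on 6 and 3 on 9, against at most 6 in a random order. Runs of at least 0.5 numbered 4 on chromosome 8 and 1 on 13, against 0. A change in gene dosage during selection stays open as a candidate explanation, as do a subclone already present in MDA-MB-468/WT, regulation along the chromosome and, for chromosome X alone, a change in X inactivation, since DNA was not analysed here and the share of chromosome X genes below the genome median (85.5%) restates the shift and does not test it.

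The MDA-MB-468/R replicates lay further apart than the MDA-MB-468/WT replicates, which limits the precision of every fold change. A difference in sequencing depth is argued against, since sampling noise at these reads predicts a ratio of 1.03 between the SDs of the replicate differences, where 0.355 and 0.210 were observed. A trend on GC content and transcript length took 12.3% of the variance in MDA-MB-468/R and 0.473% in MDA-MB-468/WT, and with it removed the ratio of SDs was still 1.601, so this trend is a part and not the whole. In genes of at least 50 RPM the SDs were 0.298 and 0.0974. A difference between library preparations and a difference between cultures stay open, as the labels give no batch, and no biological explanation was tested.

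Most of the tested interferon-stimulated genes and mesenchymal-type genes were lower in MDA-MB-468/R. A trend on GC content or transcript length is argued against as the whole cause, since with it removed the median log2 fold change was -1.05 for the interferon-stimulated genes and -1.38 for the 17 tested mesenchymal and MDA-MB-231-type genes. The position of the interferon-stimulated genes themselves on chromosomes X and 21 is argued against, since 1 of the 30 tested lies there and the median of the others was -1.02. An indirect effect of lower genes on these chromosomes was not tested. Cells of an MDA-MB-231-type line in the MDA-MB-468/WT cultures may have added mesenchymal-type transcripts, and 81.8% of the tested markers (9 of 11) were lower in MDA-MB-468/R, VIM from 68.4 to 2.87 RPM and NT5E from 487 to 72.3 RPM, but LOX was higher, MMP14 had 14.6 and 14.0 RPM, and ZEB1, AXL and CDH11, not tested, had 0.209, 0.458 and 0 RPM in MDA-MB-468/WT, which goes against such cells. This source and a change in the state of the MDA-MB-468 cells cannot be told apart for the mesenchymal-type genes, since the share of such cells is not known, and a response to the drug treatment stays open as an untested biological explanation.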

How the results depend on the processing

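The alternatives listed in the processing summary were set before the data were examined, except TMM scaling and the pseudocounts of 0.25 and 4 RPM. edgeR and DESeq2, set as the test and an alternative, were not run, and the tests on recovered reads were limma-voom and the random sampling model. Total library size as the only scaling is the scale of the deposited values themselves. Of 180 named genes and 32 gene lists, 10 changed sign under an alternative, and each of them missed its threshold in the reported test and under that alternative. When 1 library was left out, ABCC1 (log2 fold change -0.14) ranged from -0.45 to 0.17, EPCAM (-0.10) from -0.29 to 0.10, ABCA3 (-0.08) from -0.185 to 0.035, ABCC3 (0.18) from -0.13 to 0.49, ABCC10 (-0.16) from -0.345 to 0.025 and TOP2A (-0.05) from -0.22 to 0.13. The median of the cell cycle list (-0.0025) was 0.0344 with RLE scaling and 0.0395 with TMM scaling. That of DNA repair (-0.015) was 0.0214 and 0.0265 there and from -0.015 to 0.005 with 1 library left out. That of Wnt genes (0.05) was -0.01 with no filter and from -0.15 to 0.27 with 1 library left out, and that of the unfolded protein response (-0.03) was 0.00237 with TMM scaling. The cause of these changes was not tested.

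Upregulated DEGs numbered 98. They numbered 158 with limma-voom, 181 with the random sampling model, 203 at a fold of 2, 649 without a fold threshold and 51 with a pseudocount of 4 RPM, and 9 to 90 when 1 library was left out. Downregulated DEGs numbered 297. They numbered 458 with the random sampling model, 529 at a fold of 2, 1290 without a fold threshold and 140 with a pseudocount of 4 RPM, and 48 to 307 when 1 library was left out. RLE scaling (106 and 287), TMM scaling (109 and 287), no filter (98 and 299), 1 RPM in 2 libraries (98 and 300), an unadjusted p (98 and 299) and a pseudocount of 0.25 RPM (145 and 400) kept both counts within 1.5 times. Without WT replicate 1 or 2 the lone WT library is assumed to vary like the MDA-MB-468/R pair, which has the larger spread, and 133 and 136 of 180 named genes lost their adjusted p there, against 24 and 23 without R replicate 1 and 2. Without R replicate 1 or 2 the reverse holds, since the lone MDA-MB-468/R library is assumed to vary like the MDA-MB-468/WT pair, which has the smaller spread. Calls gained there are therefore not evidence of a difference. The random sampling model takes no spread between replicates, and the lower thresholds admit more genes by construction. The cause of the other changes was not tested.

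The median log2 value in MDA-MB-468/R of downregulated DEGs was 1.45. It was 1.29 with limma-voom, 1.09 with the random sampling model, 2.00 at a fold of 2, 4.07 without a fold threshold, 1.298 and 2.94 with pseudocounts of 0.25 and 4 RPM, and 0.69 to 2.08 when 1 library was left out. Of the 50 genes of Fig. 3b, 9 to 50 were called when 1 library was left out and 39 with a pseudocount of 4 RPM. Of the gene lists, 15 passed camera, 0 passed camera with an estimated correlation (5 at an unadjusted p of at most 0.05) and 23 passed fry. Under the other alternatives 13 to 16 passed. Camera with an estimated correlation rests on 2 residual degrees of freedom and has little power here. Among the 15 lists the estimated correlations ranged from -0.0466 (mesenchymal) to 0.317 (actin cytoskeleton). Past fry but not camera were the ABC transporter, multidrug exporter, cell cycle, apoptosis and TGF-β lists. So were the EGFR and MAPK, unfolded protein response, lysosome and autophagy, vesicle and chromatin lists. The actin and NRF2 lists passed camera but not fry (adjusted p = 0.0551 and 0.0603). With no filter, which adds members at low values, the median of the luminal list (0.49) was 0.2575 and that of the mesenchymal list (-1.01) was -0.21, and both passed camera. With a pseudocount of 4 RPM the median of the interferon list (-1.075) was -0.672 and that of the MDA-MB-231-type list (-1.825) was -1.19, and both passed camera. The epithelial junction list passed camera with no filter (adjusted p = 0.0491), and its median was -0.275 without R replicate 1.

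With the replicate number as a block, 98 upregulated and 299 downregulated DEGs and 15 lists were called, but 14 of the 180 named genes lost their adjusted p, among them UQCRC2 (0.0695), PARP1 (0.0960), CD44 (0.0612), SLC47A1 (0.0599), FLOT1 (0.0624), OVOL1 (0.0664), ATG5 (0.0578) and KDM5B (0.0547). This was so for 10 with no filter, 3 with a pseudocount of 0.25 RPM, 2 each with limma-voom and TMM scaling, and 1 with RLE scaling. The replicate numbers did not pair the libraries, since the correlation across genes of replicate 1 minus replicate 2 between the groups was 0.00868.

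Depth limits genes under about 10 reads, and 72 of 297 downregulated DEGs had at most 3 reads in each MDA-MB-468/R library, where the fold change depends on the pseudocount.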

Differences from the paper's values

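The paper's count of upregulated DEGs in MDA-MB-468 is 151, and 98 were called here at its stated thresholds of an adjusted p of at most 0.05 and a fold change of at least 2.5. Of the alternatives set before the data were examined, RLE scaling (106), limma-voom on the recovered reads (158), the re-implemented random sampling model (181) and a fold change of at least 2 (203) gave counts within 1.5 times the paper's. No filter (98), at least 1 RPM in 2 libraries (98), an unadjusted p (98), no fold threshold (649), the replicate block (98) and leaving out R replicate 1 (82), R replicate 2 (90), WT replicate 1 (11) or WT replicate 2 (9) did not. A pseudocount of 0.25 RPM, chosen after seeing the values, gave 145 and called all 50 genes of Fig. 3b, so it dropped none of them. TMM scaling, also chosen after seeing the values, gave 109 and called all 50 as well. The log2 fold changes of MUCL1 and SCGB2A2 are about 6.6 and about 4.6 in Fig. 3b, read by eye. They were 6.58 and 4.56 here, 8.53 and 8.38 with limma-voom, 8.55 and 8.40 with the random sampling model and 7.82 and 6.51 with a pseudocount of 0.25 RPM. SCGB2A2 had 0 reads in MDA-MB-468/WT, so only a lower bound of its fold is known and its values depend on the method. The paper's count of downregulated DEGs is 378, against 297 here, which is within 1.5 times.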

Other observations

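The lists below were fixed before the data were examined. Lists of other signalling and cell-state genes did not pass camera in MDA-MB-468. Of 25 tested TGF-β targets and receptors, 7 were lower and 4 were higher (10 and 4 when adjusted over the list alone), and the matrix gene TGFBI fell from 152 ± 14.9 RPM (SD, n = 2) in MDA-MB-468/WT to 9.33 ± 3.14 RPM in MDA-MB-468/R, while the co-receptor gene TGFBR3 rose from 2.19 ± 0.420 to 6.75 ± 0.114 RPM. Of 16 tested Wnt genes, 3 were higher and 2 were lower (the same when adjusted over the list alone), with AXIN2, a negative regulator induced by the pathway, at a log2 fold change of 1.12 and the ligand gene WNT10A at -1.76. Of 21 tested EGFR and MAPK response genes, 5 were lower and 2 were higher (6 and 4 when adjusted over the list alone), with the transcription factor genes ATF3 at -1.93 and FOSL1 at -1.85. Of 20 tested unfolded protein response genes, 3 were lower and 2 were higher (6 and 2 when adjusted over the list alone), with XBP1 at 0.85. Of 22 tested epithelial junction genes, 5 were lower and 1 was higher (the same when adjusted over the list alone), with CLDN1 at -0.69 and CDH1 at -0.25 (adjusted p = 0.230, not passed). The adjusted p of camera was 0.191 for TGF-β, 0.428 for Wnt, 0.486 for EGFR and MAPK, 0.706 for the unfolded protein response and 0.0703 for the junction list. With fry the adjusted p was 0.0372, 0.635, 0.0293, 0.00794 and 0.117 in the same order. The paper's TGF-β and Wnt analysis was of HCC1395. With WT replicate 1 left out 7 of the 8 passing genes named here lost their adjusted p, with WT replicate 2 left out 7, and 2 without R replicate 1 and 2 without R replicate 2 (adjusted p of up to 0.247).

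The lists of cholesterol synthesis, lysosome and autophagy, vesicle biogenesis and chromatin genes did not pass camera either. Of 20 tested cholesterol synthesis genes, 2 were higher and 1 was lower (the same when adjusted over the list alone), with the lower member STARD4, a sterol transfer protein gene, at a log2 fold change of -0.60. Of 22 tested lysosome and autophagy genes, 4 were lower and 1 was higher (5 and 2 when adjusted over the list alone), with the membrane protein gene LAMP2, on chromosome X, at -0.77. Of 19 tested vesicle biogenesis genes, 2 were lower and 1 was higher (5 and 2 when adjusted over the list alone), with the syntenin gene SDCBP, which acts in exosome formation, falling from 43.5 ± 0.654 RPM (SD, n = 2) in MDA-MB-468/WT to 14.5 ± 1.36 RPM in MDA-MB-468/R. Of 32 tested chromatin regulators, 5 were lower (5 when adjusted over the list alone), among them HDAC9 at -2.16 and, on chromosome X, KDM6A at -0.95 and HDAC6 at -0.78. The adjusted p of camera was 0.334 for cholesterol synthesis and for chromatin regulators, 0.487 for lysosomes and 0.262 for vesicles. With fry the adjusted p was 0.0551, 0.0359, 0.0293 and 0.0339 in the same order. The adjusted p rose above 0.05 for 6 of 6 passing genes named here without WT replicate 1 and for 6 without WT replicate 2, for 2 without R replicate 1 and 2 without R replicate 2, with a highest value of 0.386.

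Some markers of cell types other than breast epithelium had reads in both groups. Of the fibroblast, endothelial, leukocyte and red cell markers, 2, 2, 3 and 0 were tested. The endothelial genes CDH5, with 1 read in MDA-MB-468/R and 40 in MDA-MB-468/WT, and KDR, with 6.15 ± 0.665 RPM (SD, n = 2) in MDA-MB-468/WT and 3.00 RPM in both MDA-MB-468/R libraries, and the leukocyte marker CD68, at 25.5 ± 0.260 and 14.1 ± 2.28 RPM, were lower at an adjusted p of at most 0.05 from limma (2 endothelial and 2 leukocyte genes when adjusted over the list alone), and the adjusted p of KDR was 0.0524 with no filter. The most abundant marker, CD14 of leukocytes, chosen after its values were seen, had 84.0 RPM in MDA-MB-468/WT and 71.0 RPM in MDA-MB-468/R (adjusted p = 0.177). No fibroblast gene passed over all tested genes by limma or limma-voom, and 1 higher and 1 lower passed at an unadjusted p of at most 0.05, when adjusted over the list alone and with the random sampling model. Of 3 genes named here with an adjusted p of at most 0.05, 3 no longer passed without WT replicate 1, 3 without WT replicate 2, 1 without R replicate 1 and 1 without R replicate 2, and their highest adjusted p with 1 library left out was 0.324.

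The paper reports higher surface protein of MDR1, MRP1 and BCRP on the drug-resistant sublines, a different measurement from RNA. In these libraries the RNA of ABCB1 was at 0.208 RPM in MDA-MB-468/R and 2.28 RPM in MDA-MB-468/WT, that of ABCC1 at 15.3 and 16.6 RPM, and that of ABCG2 at 0 in each. The paper reports shorter doubling times in the resistant cells, and 31 of 32 tested cell cycle genes had an adjusted p above 0.05 by limma. The other gene, PCNA, was lower. The random sampling model, which takes no spread between replicates, had 6 higher and 12 lower.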
